# All-trans retinoic acid modulates proliferation and apoptosis of secondary hair follicle–dermal papilla cells in cashmere goats via the TGF-*β*2/Smad2/3 pathway

**DOI:** 10.3389/fvets.2026.1765302

**Published:** 2026-03-18

**Authors:** Yadong Gao, Guizhen Gao, Xiao Zhang, Wei Lian, Xueyong Wu, Kun Cui, Lei Zhu, Guoqing Jiang, Ziyang Xu, Jiawei Wang, Mingli Peng, Rui Ding, Dongjun Liu, Ming Cang, Fei Hao

**Keywords:** all-trans retinoic acid (ATRA), cell apoptosis, cell proliferation, secondary hair follicle–derived dermal papilla cells (SHF-DPCs), TGF-*β*2/Smad2/3 pathway, transcriptome sequencing

## Abstract

Cashmere, a fiber of high economic value, is produced by secondary hair follicles (SHFs), whose growth depends on the proliferation and apoptosis of SHF-derived dermal papilla cells (SHF-DPCs). All-trans retinoic acid (ATRA), a metabolite of vitamin A, has shown inconsistent effects on hair follicle biology, with reports of both inhibition and stimulation. To clarify the role of ATRA in follicular development, we investigated its effects on the proliferation and apoptosis of *in vitro*–cultured SHF-DPCs isolated from *Capra hircus* (Albas cashmere goats). SHF-DPCs were obtained from scapular skin, and the optimal ATRA concentration (10^−4^ M) and treatment duration (24 h) were identified using Cell Counting Kit-8, 5-ethynyl-2′-deoxyuridine, and terminal deoxynucleotidyl transferase dUTP nick end labeling assays. Cells were then assigned to an ATRA-treated group (10^−4^ M) or a control group. Proliferation, apoptosis, and cell cycle progression were evaluated, followed by transcriptome sequencing. Transcriptomic analysis indicated enrichment of the transforming growth factor-*β* (TGF-*β*) signaling pathway. Therefore, mRNA and protein levels of TGF-*β*2—a follicle growth–related regulator—and Smad2/3 phosphorylation were examined. The TGF-*β* type I/II receptor inhibitor LY2109761 was used to further validate the involvement of this pathway. ATRA inhibited SHF-DPC proliferation by inducing G1-phase cell cycle arrest and promoted apoptosis by upregulating Bax expression while downregulating Bcl-2 protein expression. Transcriptomic analysis showed that ATRA upregulated *TGFβ2* expression in SHF-DPCs. Gene Ontology analysis revealed enrichment of genes related to proliferation and apoptosis, such as “cell migration” and “cell cycle.” Kyoto Encyclopedia of Genes and Genomes pathway analysis identified the TGF-*β* signaling pathway as a major regulatory target. Treatment with LY2109761 partially reversed ATRA-induced reductions in proliferation, increases in apoptosis, and elevations in Smad2/3 phosphorylation. Overall, ATRA inhibits proliferation and promotes apoptosis in SHF-DPCs, likely through the TGF-*β*2/Smad2/3 pathway. These findings provide novel insights into ATRA-mediated regulation of hair growth and offer a theoretical basis for future research on cashmere goat SHF development.

## 1 Introduction

As a defining feature of mammals, hair serves essential physiological functions in body protection and thermoregulation. Hair is produced by hair follicles—microscopic appendages in the skin—that possess a distinct anatomical structure consisting of the hair bulb, upper hair bulb, isthmus, and infundibulum (1, 2). Hair follicle formation is driven by reciprocal interactions between the epidermis and dermis, accompanied by cellular proliferation and differentiation, and proceeds through three stages: induction, morphogenesis, and differentiation (3). After formation, hair follicles undergo cyclic growth characterized by alternating phases of anagen (growth), catagen (regression), and telogen (resting) (4, 5). As the foundation of animal pelage, hair follicles are the primary organs responsible for determining hair regenerative capacity (6, 7). The Inner Mongolia Albas cashmere goat, a dual-purpose breed valued for both cashmere and meat, is globally recognized for producing cashmere of exceptional softness, fineness, thermal insulation, and luster—qualities that confer high economic value (8, 9). Cashmere goat hair follicles are classified into primary hair follicles (PHFs) and secondary hair follicles (SHFs) based on their morphogenetic timing and structural features. PHFs generate wool (medullated fibers), whereas SHFs produce cashmere (non-medullated fibers) (10). Therefore, the growth and development of SHFs directly determine cashmere quality and yield.

Dermal papilla cells (DPCs), located at the base of the hair follicle bulb, function as the “command center” of follicular growth. Through the secretion of signaling molecules, DPCs regulate the proliferation and differentiation of hair matrix cells, thereby playing a pivotal role in controlling the hair follicle cycle and maintaining hair growth (11, 12). As targets of small regulatory molecules such as hormones and neuropeptides, DPCs indirectly mediate the effects of these factors on the hair follicle cycle (13). Furthermore, DPCs highly express the anti-apoptotic factor Bcl-2 during telogen and the telogen-to-anagen transition, facilitating the shift from telogen to anagen (14). The critical role of DPCs in hair follicle growth has attracted substantial research interest aimed at elucidating the mechanisms underlying hair growth. The successful *in vitro* culture of DPCs from multiple species has provided a robust model for investigating hair growth regulation and for exploring novel therapeutic approaches to hair-related disorders.

Hair follicle growth and development are precisely regulated by multiple molecular signaling pathways and genes. Studies have shown that key pathways, including Wnt, transforming growth factor-*β* (TGF-β), bone morphogenetic protein (BMP), and Hippo, play essential roles in follicular development. The Wnt pathway, regulated by multiple Wnt ligands, promotes the proliferation and differentiation of hair follicle stem cells via *β*-catenin–mediated gene regulation and interacts with DPC-derived signals to control follicle morphogenesis, cyclic growth, and regeneration (15). The BMP pathway is critical for maintaining DPC function and mediating epithelial–mesenchymal interactions during follicle morphogenesis (16). The Hippo pathway, which is highly conserved in mammals, regulates organ size by controlling cell proliferation, apoptosis, and stem cell self-renewal (17). The TGF-*β* pathway maintains epidermal and hair follicle cycle homeostasis by regulating stem cell proliferation, differentiation, and apoptosis. Disruption of TGF-*β* signaling leads to abnormal proliferation and differentiation of isthmus stem cells, epidermal cells, and sebaceous gland cells; impedes the initiation of the next anagen phase; and results in incomplete hair shaft development (18). TGF-*β*2, a subtype of the TGF-*β* family, exhibits diverse biological functions, including the regulation of cell proliferation, promotion of endothelial fibrosis, and modulation of apoptosis (19–21). Emerging evidence highlights its critical role in hair follicle growth: dihydrotestosterone (DHT) inhibits the proliferation of human keratinocytes and DPCs by upregulating TGF-*β*2 expression, thereby suppressing hair growth (22). Transcriptomic analyses of cashmere goat skin have shown that the catagen and telogen phases are characterized by activation of TGF-*β* signaling together with suppression of cell cycle related pathways, indicating that inhibition of cell proliferation is a hallmark of hair follicle regression (23). Additionally, TGF-*β*2 enhances the phosphorylation of Smad2/3, contributing to DPC apoptosis (18).

Vitamin A, a fat-soluble micronutrient, is essential for hair growth. Its primary bioactive form in animals is all-trans retinoic acid (ATRA), a lipophilic, unsaturated monohydric alcohol (24). ATRA is indispensable for maintaining epithelial integrity, normal vision, reproduction, gene regulation, and antioxidant defense in animals (25–28). In recent years, increasing attention has been directed toward the adverse effects of excessive ATRA on hair follicle growth and development. For instance, ATRA overuse accelerates the transition from anagen to catagen—a process closely associated with hair loss mechanisms (29–31). However, conflicting findings exist: *in vitro* studies have demonstrated that combining ATRA with minoxidil promotes hair growth, a strategy that has been applied in clinical hair loss treatment (32–34). Moreover, ATRA can activate the TGF-*β*/Smad signaling pathway and modulate cell differentiation, proliferation, and apoptosis, suggesting that DPCs may serve as targets of ATRA within hair follicles (35–37). Nevertheless, the effects of ATRA on cashmere goat hair follicle growth and its underlying regulatory mechanisms remain poorly understood. To address this knowledge gap, we isolated and cultured SHF-DPCs from cashmere goats during the anagen phase, optimized the ATRA treatment concentration, and performed RNA sequencing (RNA-seq) analysis. Our results demonstrated that ATRA inhibits SHF-DPC proliferation via the TGF-*β*2/Smad2/3 signaling pathway. These findings elucidate the inhibitory role of ATRA in hair follicle growth, reveal a novel regulatory mechanism, and provide a theoretical foundation for further research on cashmere goat hair follicle development.

## 2 Materials and methods

### 2.1 Ethics statement

All animal experiments were conducted in strict accordance with the Guidelines for the Management and Use of Laboratory Animals established by the Laboratory Animal Research Center of Inner Mongolia University (SYXK2020-0006). The animal experiments in this study were approved and authorized by the Bioethics Committee of Inner Mongolia University (IMU-2025-GOAT-042).

### 2.2 Sample collection and cell isolation

Albas cashmere goats used in this study were provided by Erwei White Cashmere Goat Co., Ltd. (Ordos, Inner Mongolia, China). Healthy adult goats (3 years old, *n* = 6) were randomly selected, and skin samples were collected from the right scapular region during the cashmere anagen phase (September). SHF-DPC isolation and culture followed previously established protocols (38). Briefly, immediately after collection, skin tissues were rinsed three times with sterile phosphate-buffered saline (PBS; Biological Industries, Kibbutz Beit Haemek, Israel). Excess adipose tissue was removed using a sterile scalpel, and the remaining tissue was digested in PBS containing 0.25% neutral protease (Sigma-Aldrich, St. Louis, MO, United States) at 37 °C for 30 min. Post-digestion, tissues were transferred to PBS, and PHFs were separated from SHFs using sterile forceps under a stereomicroscope. Isolated SHFs were digested with type IV collagenase (Sangon Biotech, Shanghai, China), and digestion was terminated with Dulbecco’s modified Eagle medium (DMEM)/F-12 (Biological Industries) supplemented with 10% fetal bovine serum (FBS; Viva Cell, Shanghai, China) (38). SHF-DPCs were cultured in DMEM/F-12 containing 10% FBS at 37 °C in a humidified incubator with 5% CO₂ (39). The medium was refreshed every 2 days, and SHF-DPCs from passages 4–7 were used for subsequent experiments.

### 2.3 Cell Counting Kit-8 (CCK-8) assay for cell viability

Cell viability was assessed using the CCK-8 assay based on the WST-8 reagent (Biosharp, Hefei, China). SHF-DPCs were seeded into 96-well plates at a density of 5 × 10^3^ cells/well in 100 μL of medium and cultured at 37 °C with 5% CO₂ for 24 h. After removal of the complete culture medium, cells were washed with PBS and treated with ATRA (HY-14649, MedChemExpress, Monmouth Junction, NJ, United States) at different concentrations (10^−8^, 10^−7^, 10^−6^, 10^−5^, 10^−4^, 10^−3^ M) for 24, 48 or 72 h. For mechanistic validation experiments, SHF-DPCs were treated with ATRA (10^−4^ M) and/or LY2109761 (2 μM), a TGF-*β* type I/II receptor inhibitor (S2704; Selleck Chemicals, Houston, TX, United States), for 24 h. ATRA and LY2109761 were prepared in complete culture medium, and the control group received an equal volume of culture medium. Following treatment, the existing medium was completely removed, cells were rinsed with PBS, and 100 μL of fresh medium containing 10% CCK-8 reagent was added to each well. After 2 h of incubation, absorbance at 450 nm was measured using a microplate reader (BioTek, Winooski, VT, United States). Each experimental group included seven replicates.

### 2.4 5-Ethynyl-2′-deoxyuridine (EdU) assay for cell proliferation

The EdU assay (KTA2031, Abbkine, Wuhan, China) was used to directly measure DNA synthesis, the most accurate method for assessing cell proliferation. Treated SHF-DPCs were seeded into 24-well plates containing coverslips. Following the manufacturer’s instructions, cells were incubated with the EdU working solution at 37 °C for 2 h, fixed with 4% paraformaldehyde, permeabilized with PBS containing 0.5% Triton X-100 (Sigma-Aldrich), and labeled with the Click-iT reaction mixture. Three independent replicates were performed per group. Fluorescent images were acquired using a laser confocal microscope (Nikon, Tokyo, Japan), and the proportion of EdU-positive cells was quantified using ImageJ software.

### 2.5 Terminal deoxynucleotidyl transferase–mediated dUTP nick end labeling (TUNEL) assay for cell apoptosis

Cell apoptosis was detected using the TUNEL assay (KTA2010, Abbkine). Following the same pre-treatment steps as in the EdU assay, cells were incubated with 500 μL of PBS containing 0.3% Triton X-100 at room temperature for 5 min, rinsed three times with PBS, and incubated with 100 μL of the TUNEL detection solution at 37 °C for 1 h in the dark. After washing, nuclei were stained with DAPI (#10236276001, Sigma-Aldrich). Apoptotic cells were visualized and quantified using a microscope.

### 2.6 Cell cycle analysis

Cell cycle progression was analyzed using a Cell Cycle Assay Kit (c001, 7Sea Biotech, Shanghai, China) and a flow cytometer (FACSAria SORP, BD Biosciences, Franklin Lakes, NJ, United States). Cells were harvested by trypsinization, fixed with ice-cold 70% ethanol for 2 h, centrifuged, and resuspended in propidium iodide (PI) staining solution. After incubation at 37 °C for 30 min in the dark, samples were analyzed via flow cytometry. Three independent replicates were performed per group.

### 2.7 Immunofluorescence staining

Immunofluorescence staining was used to detect the specific expression of *α*-smooth muscle actin (*α*-SMA) and CD133 in cashmere goat SHF-DPCs (38, 40). Briefly, SHF-DPCs were seeded into 24-well plates with coverslips (Shanghai Fan Jing Biological Science and Technology, Shanghai, China) at a density of 3 × 10^5^ cells/well. When cell confluency reached 70%, cells were fixed with 4% paraformaldehyde for 20 min, rinsed three times with PBS, and permeabilized with 0.1% (v/v) Triton X-100 at room temperature for 30 min. Non-specific binding was blocked with 1% bovine serum albumin (BSA) for 30 min. Cells were then incubated overnight at 4 °C with primary antibodies against *α*-SMA (1:200; YT5053; Immunoway, Plano, TX, United States) and CD133 (1:200; YT5192; Immunoway). After washing, cells were incubated with horseradish peroxidase (HRP)–conjugated goat anti-rabbit secondary antibody (1:500; ab150077; Abcam, Cambridge, United Kingdom) at room temperature for 1 h, followed by nuclear staining with DAPI. Fluorescent images were captured and quantified using a confocal microscope.

### 2.8 Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from cells using RNAiso reagent (Takara Bio Inc., Shiga, Japan). RNA concentration was measured using a NanoDrop Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, United States). cDNA was synthesized using a cDNA Synthesis Kit (Takara Bio Inc.). qRT-PCR was performed on a CFX96 Real-Time PCR System (Bio-Rad Laboratories, Hercules, CA, United States) using the TB Green® Premix Ex Taq™ II (Takara Bio Inc.). The 2^−ΔΔCt^ method was used to calculate relative mRNA expression levels, with *GAPDH* as the internal reference gene. Primer sequences for target genes are listed in Table 1.

**Table 1:** Primer sequences used in this study.

Gene name	Forward primer (5′—3′)	Reverse primer (5′—3′)
*GADPH*	GGTCGGAGTGAACGGAT	TCTGCCTTGACTGTGCC
*TGFβ2*	TTCTGTGGGTACCTTGATGCC	CTCTGGCTTTCGGGTTCTGT
*PCNA*	CTTGAAGAAAGTGCTGGAG	TGGACATGCTGGTGAGG
*Ki67*	AAGAGGCAGCCCAAGTCATC	TTCTTAGCCTACTCCGGCCT
*ATF3*	CCGAGTGGATACAGGAGCAAAA	TGTTCTGGATGGCGAACCTC
*BRD2*	CCCTGAGAGGGGGTTCTTCA	TTCGTAGCTCCTCCATTGGC
*CNTD1*	GCTGTTGCCACAGAGACCAT	CAGGAGAAAAACAAACTCCACGAT
*DDIT3*	ATCGAGGTCAGAGGCTTGAGT	TTCCTTCTGGAACACTCTCTCC
*EFCAB2*	GCAACAAGATGGCGGACGA	GGATAATTGTTCCGACCTCTCTCA
*ATXN10*	GATCGCGAGCACTTTTGTGG	TCAGGCGCAGAAGATCAATCA
*BCL2*	CATGTGTGTGGAGAGCGTCA	CGTGTTTTGATTTCCCAGCCT
*CLSPN*	TGTTGGATGCAGATGGGTTCT	TGCAAACTTCCCGGTACACA
*DMPK*	ACCAGAACTTCGCCAGTCAA	GGCCATATGGGAAGGTGGAT
*ELK3*	GACGCCTGTCAGCATGGAAA	TTGCACTCTCCATACCCAGTT

### 2.9 Protein extraction and Western blotting

Total protein was extracted from SHF-DPCs using a Protein Extraction Kit (CWBIO, Beijing, China), and protein concentration was determined using a BCA Protein Assay Kit (Thermo Fisher Scientific). Equal amounts of protein (10–20 μg per sample) were separated via SDS-PAGE and transferred to methanol-activated PVDF membranes. Membranes were blocked with 5% non-fat milk for 1 h at room temperature, then incubated overnight at 4 °C with the appropriate primary antibody. The following antibodies were used: rabbit monoclonal anti-Bcl-2 (1:1,000; #3498; Cell Signaling Technology, Danvers, MA, United States), rabbit polyclonal anti-Bax (1:5,000; 50,599-2-Ig; Proteintech, Rosemont, IL, United States), rabbit polyclonal anti-TGF-*β*2 (1:1,000; 19,999-1-AP; Proteintech), rabbit monoclonal anti-phospho-Smad2 (1:1,000; #18338; Cell Signaling Technology), rabbit polyclonal anti-Smad2 (1:2,000; 12,570-1-AP; Proteintech), rabbit polyclonal anti-Smad3 (1:1,000; 30,130-1-AP; Proteintech), rabbit polyclonal anti-phospho-Smad3 (1:1,000; YP0363; Immunoway), and rabbit polyclonal anti-GAPDH (1:5,000; 10,494-1-AP; Proteintech).

After washing with TBST, membranes were incubated with HRP-conjugated goat anti-rabbit secondary antibody (1:1,000; SA00001-2; Proteintech) for 1 h at room temperature. Protein bands were visualized using enhanced chemiluminescence reagent (Abbkine) and a Tanon 5,200 imaging system (Tanon, Shanghai, China). Band intensities were quantified using ImageJ software.

### 2.10 Transcriptome sequencing and bioinformatics analysis

SHF-DPCs isolated from three independent individual animals were subjected to drug treatment (*n* = 3). Total RNA was extracted from SHF-DPCs using TRIzol reagent, and genomic DNA was digested with DNase. mRNA was enriched using oligo(dT)-conjugated magnetic beads, followed by library construction. Library quality was validated using an Agilent 2,100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States) before sequencing. Raw sequencing reads were processed using fastp software for quality control; low-quality bases (*Q* < 20), sequences containing ≥ 10% N, fragments shorter than 50 bp, and adapter contamination were removed using TrimGalore (v0.6.6) to generate high-quality clean reads for subsequent analysis.

Differential expression analysis was performed using the t.test function in R, with thresholds set as |log₂ fold change (FC)| > 1 and *p* < 0.05 for significantly upregulated or downregulated genes. Hierarchical clustering heatmaps of differentially expressed genes (DEGs) were generated using the pheatmap package in R. Functional annotation of DEGs was conducted using the Gene Ontology (GO) database,^1^ and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed using ClusterProfiler.

### 2.11 Statistical analysis

All data are presented as the mean ± standard deviation (SD) and were analyzed using GraphPad Prism 10 software. Differences between two groups were assessed using two-tailed *t*-tests, while one-way analysis of variance (ANOVA) was used for comparisons among three or more groups. Statistical significance was defined as *p* < 0.05, and highly significant differences as *p* < 0.01.

## 3 Results

### 3.1 *In vitro* isolation, identification, and culture of SHF-DPCs

SHF clusters were observed surrounding individual thick PHFs in isolated skin tissue. After removal of PHFs, SHFs were collected, and SHF-DPCs migrated out of the follicles within 10 d. Confluent SHF-DPCs exhibited aggregative growth, and purified SHF-DPCs were obtained through gradient digestion (Figure 1a). Immunofluorescence staining using the DPC-specific markers *α*-SMA and CD133 confirmed positive expression in purified SHF-DPCs (Figure 1b), whereas adipose stem cells (negative control) showed no detectable staining (Figure 1c). These findings confirm the successful isolation and culture of SHF-DPCs from Albas cashmere goats.

**Figure 1:**
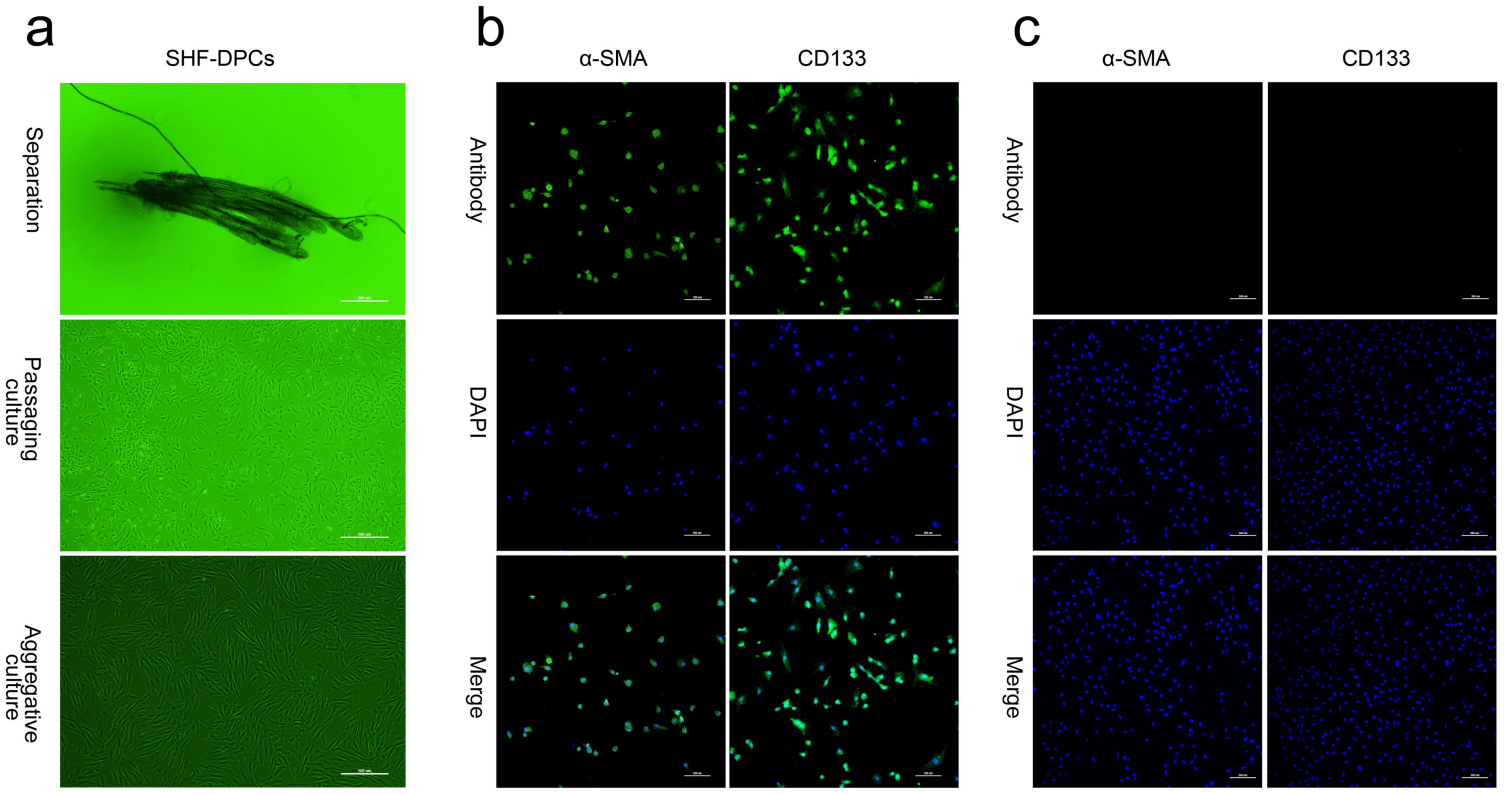
*In vitro* culture and identification of secondary hair follicle–derived dermal papilla cells (SHF-DPCs) from Albas cashmere goats. (**a**) Representative micrographs of isolated SHFs from skin tissue, SHF-DPCs during culture, and purified SHF-DPCs (scale bar = 500 μm; *n* = 3). (**b**) Representative immunofluorescence images of SHF-DPCs stained with the specific markers *α*-smooth muscle actin (*α*-SMA) and CD133 (scale bar = 200 μm; *n* = 3). (**c**) Representative immunofluorescence images of adipose stem cells (negative control) stained with *α*-SMA and CD133 (scale bar = 200 μm; *n* = 3).

### 3.2 Effects of ATRA on the proliferation and apoptosis of SHF-DPCs

To evaluate the effects of ATRA on cashmere goat SHF-DPCs, cell viability and status were monitored using the CCK-8, EdU, and TUNEL assays. ATRA inhibited SHF-DPC viability in a concentration-dependent manner, with a critical concentration of 10^−4^ M (Figure 2a). Consistently, EdU and TUNEL assays confirmed these findings: the proportion of EdU-positive (proliferating) cells decreased significantly with increasing ATRA concentrations, and almost no EdU-positive cells were observed at 10^−4^ M (Figure 2c). In contrast, the proportion of TUNEL-positive (apoptotic) cells increased markedly at higher ATRA concentrations (10^−4^ M), whereas few TUNEL-positive cells were detected at lower concentrations (10^−8^ M; Figure 2d). These results suggest that ATRA modulates the biological behavior of cashmere goat SHF-DPCs in a dose-dependent manner.

**Figure 2:**
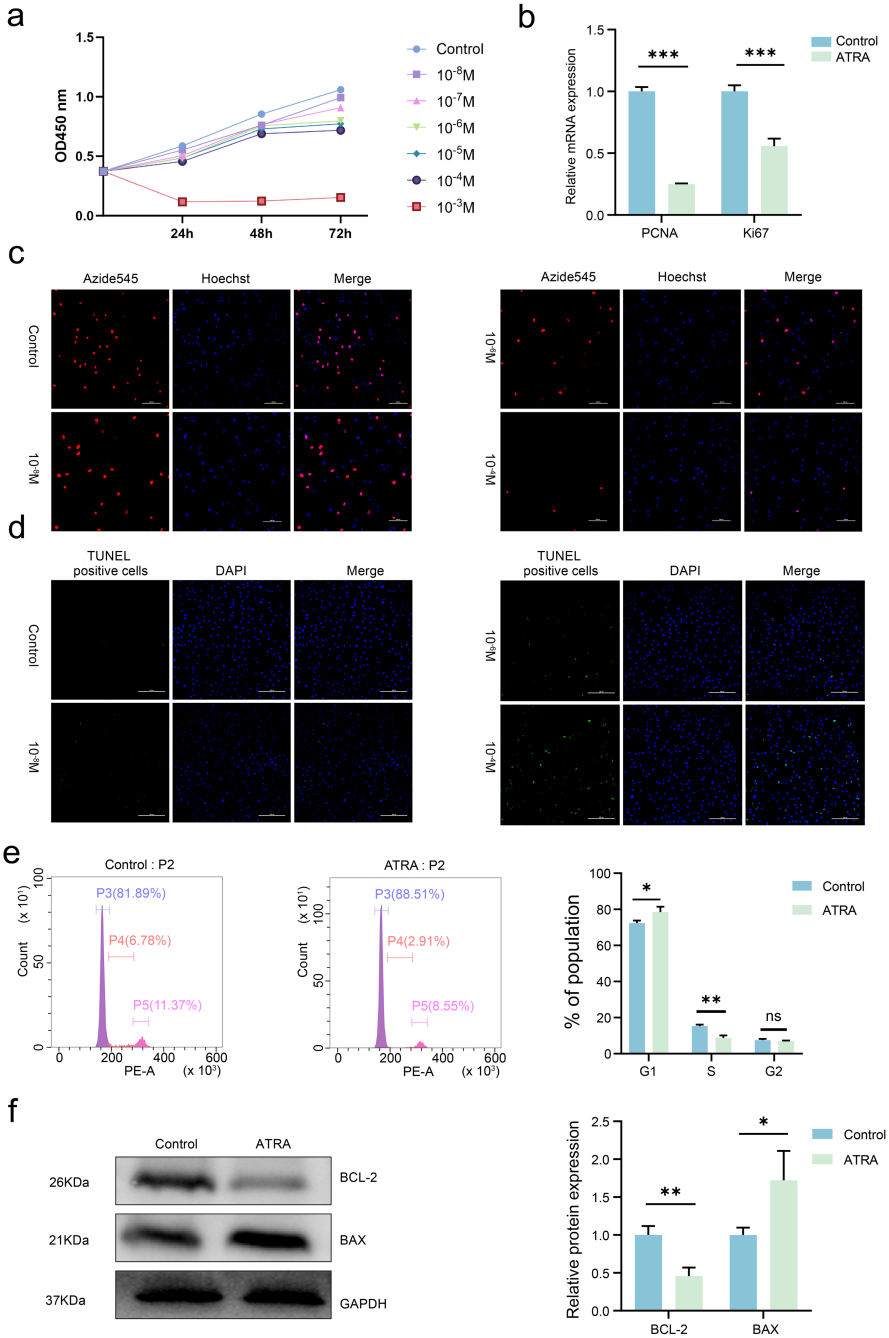
All-trans retinoic acid (ATRA) inhibits proliferation and promotes apoptosis in cashmere goat SHF-DPCs. **(a)** The effects of different concentrations of ATRA (0, 10^−8^, 10^−7^, 10^−6^, 10^−5^, and 10^−4^ M) on the viability of SHF-DPCs were evaluated by the CCK-8 assay after 24, 48, and 72 h of treatment. **(b)** Quantitative real-time PCR (qRT-PCR) analysis of relative mRNA expression levels of *PCNA* and *Ki67* in the control and ATRA-treated groups. **(c)** Representative images of 5-ethynyl-2′-deoxyuridine (EdU) staining of SHF-DPCs treated with different concentrations of ATRA(0, 10^−8^, 10^−6^, and 10^−4^ M)for 24 h (scale bar = 200 μm). **(d)** Representative images of terminal deoxynucleotidyl transferase–mediated dUTP nick end labeling (TUNEL) staining of SHF-DPCs treated with different concentrations of ATRA(0, 10^−8^, 10^−6^, and 10^−4^ M) for 24 h (scale bar = 200 μm). **(e)** Flow cytometric analysis of cell cycle distribution of SHF-DPCs in the control and ATRA-treated groups (10^−4^ M) with corresponding quantitative analysis of cell proportions in each phase. **(f)** Western blot analysis of Bcl-2 and Bax expression in the control and ATRA-treated groups (10^−4^ M) with corresponding quantitative analysis. Data are presented as the mean ± standard deviation (SD). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

Flow cytometric analysis was conducted to examine the effect of ATRA on the cell cycle progression of SHF-DPCs. qRT-PCR was used to measure mRNA levels of the proliferation markers *Ki67* and *PCNA*, and western blotting was employed to evaluate protein levels of the pro-apoptotic Bax and anti-apoptotic Bcl-2. Compared with the control group, SHF-DPCs treated with 10^−4^ M ATRA showed a significant increase in the proportion of cells in the G1 phase and a corresponding decrease in the proportion of cells in the S phase (Figure 2e). Furthermore, ATRA treatment significantly downregulated *Ki67* and *PCNA* expression (Figure 2b) and decreased Bcl-2 protein levels while increasing Bax levels (Figure 2f). Collectively, these findings demonstrate that ATRA inhibits proliferation and promotes apoptosis in cashmere goat SHF-DPCs.

### 3.3 Effects of ATRA on the transcriptome of cashmere goat SHF-DPCs

To investigate the molecular mechanisms underlying ATRA-mediated regulation of SHF-DPCs, transcriptome sequencing (RNA-seq) was performed on SHF-DPCs treated with 10^−4^ M ATRA and on control cells, with three biological replicates per group. 

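RNA-seq measured the transcripts of dermal papilla cells (DPCs) from secondary hair follicles after 24 h with ATRA at 100 µM or without it. ATRA is the vitamin A metabolite that binds the retinoic acid receptors. The data hold 3 control libraries and 3 ATRA libraries. According to the paper, the cells came from separate animals, mRNA was captured with oligo(dT) beads, and reads were cleaned with fastp and TrimGalore. The authors then deposited the number of reads counted on each gene, without normalization. The paper's text does not name the aligner, the genome build, or the counting program. Total counts ranged from 36887160 to 38012771 in the control group (median 37841500) and from 35532339 to 36870939 in the ATRA-treated group (median 36645210). No pair within a group matched within the sampling noise, as copies of a single library would (chi-square per degree of freedom from 5.12 to 19.0). The counts were scaled by edgeR's TMM method, whose mean factor was 0.847 in the control group and 1.18 in the ATRA-treated group. The 10 most abundant genes of the control group took 13.8% ± 0.191 (SD, n = 3) of its counts and 2.65% ± 0.0834 (SD, n = 3) of the counts of the ATRA-treated group. The 10 most abundant genes with ATRA took 3.28% ± 0.0304 (SD, n = 3) and 7.98% ± 0.163 (SD, n = 3). Differences between the groups were tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the genes tested. Dividing by library size only would move the median log₂ fold change (log₂FC) of all tested genes from 0.04 to 0.52, and upper-quartile scaling would move it to 0.11.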

After quality control and alignment, a total of 15,944 genes were identified. 

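The deposited table lists 15944 genes, each with at least 1 count in at least 1 library. Between 13990 and 14041 genes had a count in each control library, and between 14577 and 14647 in each ATRA library. The number of genes depends on the criterion. At least 1 count in every library was found for 12901 genes, and a CPM of at least 1 in at least 3 libraries, the alternative that moved the number most, for 11713 genes. The expression filter of edgeR kept 12588 genes for testing. Of the genes listed, 1921 are listed under a LOC number.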

Principal component analysis showed clear separation between the two groups and strong intra-group reproducibility, confirming the reliability of the sequencing data (Figure 3a). 

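In a principal component analysis of log2 CPM over the genes tested, PC1 held 95.5% of the variance and PC2 held 1.35%. The PC1 scores were -85.1 ± 0.367 (SD, n = 3) in the control group and 85.1 ± 0.837 (SD, n = 3) in the ATRA-treated group. The groups did not overlap on PC1 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Scaling every gene to unit variance moved the share of PC1 most, to 77.0%. Within groups, Spearman's correlation of the counts across genes lay between 0.996 and 0.998, where genes are not independent replicates. The spread between replicates was examined in the 9030 genes with a mean CPM of at least 10. Genes with a mean CPM under 1 in a group, such as ASPM with ATRA, were not counted for that group. Among the rest, the highest library exceeded the lowest by more than 2-fold for 3 genes in the control group and 8 with ATRA. The common biological coefficient of variation was 0.0669.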

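With |log₂FC| above 1 and an unadjusted p under 0.05 from the quasi-likelihood test, 1730 genes were higher and 2174 lower in the ATRA-treated group. Requiring an adjusted p under 0.05 left 1729 and 2173 genes. Among all genes tested, 80.1% had every ATRA library on one side of every control library, against 10% by chance. The counts moved most with a threshold of |log₂FC| above 2, which left 669 genes higher and 1035 lower. Among the scalings they moved most with library size only in place of TMM, which gave 3390 genes higher and 1471 lower. R's t.test function on log2(CPM + 1), the function that the paper's methods name, gave 1093 higher and 1820 lower. Of the genes labelled in the volcano plot, the claudin gene CLDN3, PECAM1, and COLGALT2 had 0 counts in every control library and were at least 53.7-fold, 63.1-fold, and 35.2-fold higher with ATRA. KIF18B and NEURL1B were at least 123-fold and 292-fold lower, with 3 counts or fewer in every ATRA library. ACTG2 fell by 10.54 on the log2 scale (standard error 0.138, adjusted p = 9.40e-21). Its reads could be divided with those of ACTA2, a near-identical actin gene, so its value is uncertain. PAQR5 and WNT7B were also among the genes with the largest increases, at least 34.2-fold and 26.2-fold. C1QTNF3 and LDB2 were among those with the largest decreases, at least 749-fold and 191-fold.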

Using thresholds of |log₂FC| > 1 and *p* < 0.05, 1,901 significantly upregulated and 2,366 significantly downregulated genes were identified in the ATRA-treated group compared with the control group (Figure 3b). 

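ASPM encodes a spindle protein of dividing cells. It had 68.5 ± 4.38 normalized CPM (SD, n = 3) in the control group and 0.0534 ± 0.0474 (SD, n = 3) in the ATRA-treated group, where the libraries held 3, 4, and 0 counts. Its log₂FC was -10.21 (standard error 0.190, adjusted p = 6.51e-19). MKI67, which encodes the proliferation antigen Ki-67, had 172 ± 13.5 CPM (SD, n = 3) in the control group and 0.133 ± 0.0396 (SD, n = 3) with ATRA. Its log₂FC was -10.31 (standard error 0.137, adjusted p = 1.16e-20). The size of such a change depends on the few counts left with ATRA. As the ratio of mean CPM with a pseudocount of 1, the setting that moved both genes most, the log₂FC was -6.04 for ASPM and -7.25 for MKI67.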

Notably, downregulated genes included *ASPM* (associated with cell-cycle arrest and reduced proliferation) and *MKI67* (a cell proliferation marker), consistent with our previous findings. Upregulated genes included *TGFβ1 and TGFβ2* (regulators of proliferation and apoptosis) and *FGF9* (a modulator of proliferation and apoptosis) (41–44). 

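TGFB1 had a log₂FC of 2.12 (standard error 0.0682, adjusted p = 1.80e-15). TGFB2 had a log₂FC of 1.45 (standard error 0.0750, adjusted p = 2.50e-12). All 3 ATRA libraries lay above all 3 control libraries for both genes. FGF9 had 0 counts in every control library and 94, 71, and 67 counts in the ATRA libraries. It was at least 18.6-fold higher with ATRA (adjusted p = 7.53e-09), at a level of 1.801 ± 0.324 normalized CPM (SD, n = 3).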

To validate the RNA-seq data, qRT-PCR was performed on five randomly selected DEGs. 

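Figure 3d shows 10 genes, all of which passed the thresholds in the deposited counts with the control and ATRA libraries apart. The genes that rose had a log₂FC of 2.37 for ATF3 (standard error 0.0769), 1.26 for BRD2 (standard error 0.0630), 1.401 for CNTD1 (standard error 0.386), 1.69 for DDIT3 (standard error 0.0709), and 1.99 for EFCAB2 (standard error 0.365). Those that fell had a log₂FC of -1.12 for ATXN10 (standard error 0.0605), -2.36 for BCL2 (standard error 0.211), -2.62 for CLSPN (standard error 0.0995), -1.803 for DMPK (standard error 0.0752), and -1.21 for ELK3 (standard error 0.0609). CNTD1 and EFCAB2 were measured on few reads, 7 to 15 and 5 to 24 counts per control library. Their adjusted p was 0.00293 and 7.10e-05. Without Control replicate 1, the log₂FC of EFCAB2 was 2.74. With library size only, the log₂FC of ATXN10 and ELK3 was -0.64 and -0.73, short of the threshold. As the ratio of mean CPM with a pseudocount of 1, CNTD1 and EFCAB2 also fell short, at 0.47 and 0.91.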

The log₂FC values of these genes obtained from qRT-PCR were consistent with those from RNA-seq, supporting the reliability of the sequencing results (Figure 3d).

**Figure 3:**
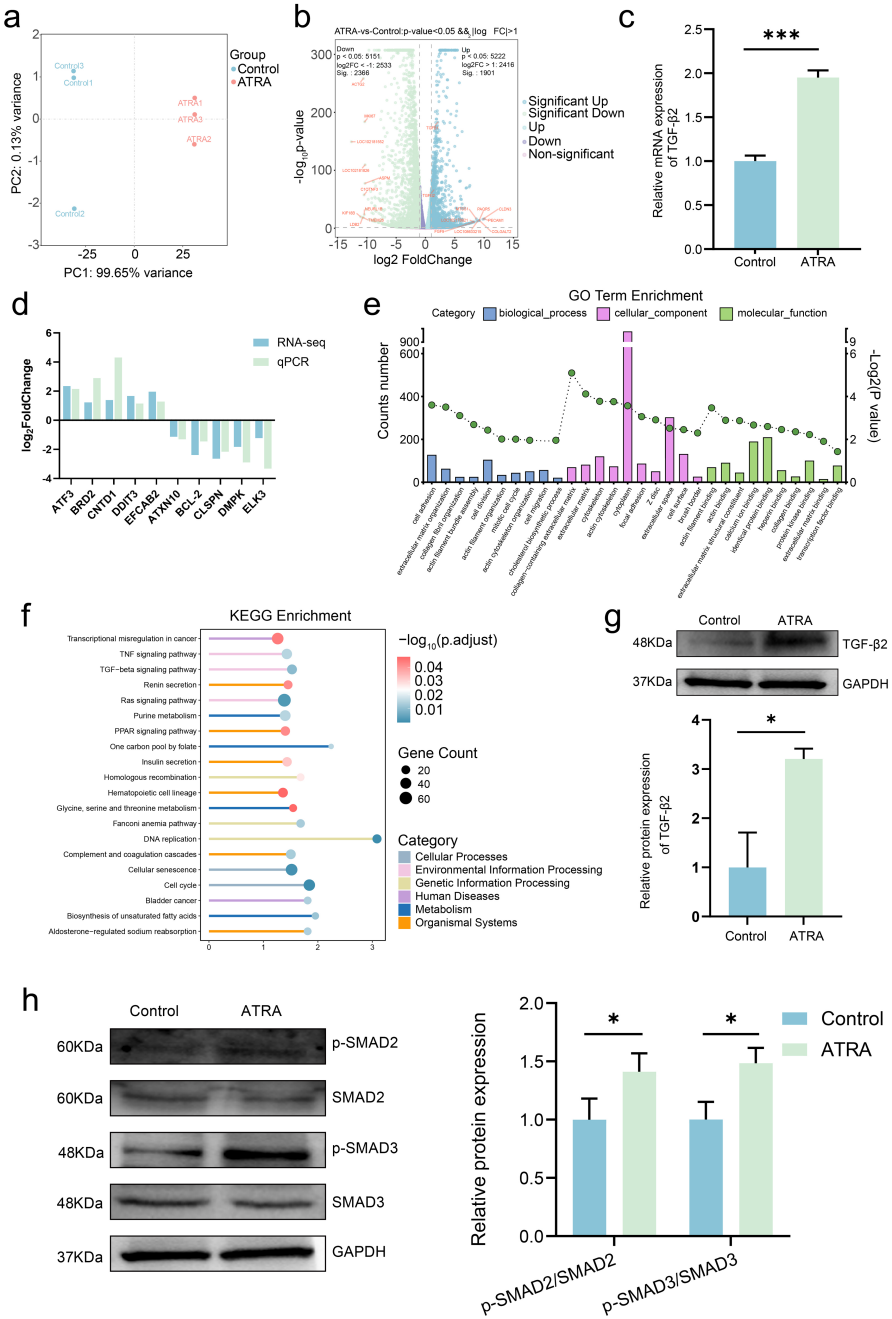
ATRA alters the transcriptome of cashmere goat SHF-DPCs. **(a)** Principal component analysis (PCA) of transcriptome sequencing data from the control and ATRA-treated (10^−4^ M, 24 h) groups. **(b)** Volcano plot showing differentially expressed genes (DEGs) between the control and ATRA-treated groups (*p* < 0.05 and |log₂ fold change (FC)| > 1). **(c)** Relative mRNA expression of transforming growth factor-β2 (TGF-*β*2) in the control and ATRA-treated groups (qRT-PCR). **(d)** Correlation between RNA sequencing and qRT-PCR data for selected DEGs based on log₂FC values; **(e)** Gene Ontology enrichment analysis of DEGs. **(f)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment bubble plot of DEGs. **(g)** Western blot analysis of TGF-*β*2 expression in the control and ATRA-treated groups with corresponding quantitative analysis. **(h)** Western blot analysis of Smad2/3 phosphorylation levels in the control and ATRA-treated groups with corresponding quantitative analysis. Data are presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001.

GO enrichment analysis categorized DEGs into three functional ontologies: biological process (BP), cellular component (CC), and molecular function (MF). 

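GO terms were taken from the annotation in the deposited table. For each of 2068 terms with 10 to 500 tested members, the number of DEGs was compared with chance by a one-sided Fisher's exact test over the 11152 tested genes that carry a GO term. Mitotic cell cycle had 44 DEGs among 88 members, 1.65 times the number expected (adjusted p = 0.00303), of which 8 were higher and 36 lower with ATRA. Cell migration had 54 DEGs among 111 members, 1.61 times the number expected (adjusted p = 0.00152), of which 20 were higher and 34 lower. Cell division had 101 DEGs among 270 members, 1.24 times the number expected (adjusted p = 0.0760), of which 11 were higher and 90 lower. Tested on the higher genes alone, the alternative that moved it most, cell division had 0.307 times the number expected, and tested on the lower genes alone it had 1.96 times (adjusted p = 4.45e-09, with a range over the 13 alternatives from 4.45e-09 to 1). By rank among all terms, cell migration was at 45, mitotic cell cycle at 54, and cell division at 180.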

Enriched BP terms included “cell migration,” “mitotic cell cycle,” and “cell division,” all of which are closely related to our previous findings. 

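The GO term transcription factor binding had 73 DEGs among 198 tested members, of which 37 were higher and 36 lower with ATRA. This was 1.22 times the number expected, with a p of 0.0264 before adjustment (one-sided Fisher's exact test) and 0.191 after it. The term held rank 286. With every annotated gene listed as the background, an alternative chosen after seeing the data, the adjusted p was 0.0381, and over all 13 alternatives it ranged from 0.0381 to 0.974.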

The MF term “transcription factor binding” was also enriched, suggesting that ATRA alters transcription factor binding in SHF-DPCs (Figure 3e). Collectively, these results suggest that ATRA modulates BPs such as cell proliferation, cell cycle progression, and metabolic regulation in SHF-DPCs.

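A list of 20 proliferation genes, fixed before the data were examined, had a median log₂FC of -3.90 (camera, a competitive gene set test of limma, two-sided, adjusted p = 4.27e-09 over 12 lists). All 20 genes were lower with ATRA at an adjusted p under 0.05, and the same 20 when adjusted over the list alone. Their log₂FC ranged from -10.31 to -0.96. Of these genes, the paper itself reports MKI67, ASPM, and PCNA as lower, so the list is not independent of its results. PCNA, a replication clamp and proliferation marker, fell from 70.3 ± 4.17 to 24.9 ± 2.14 normalized CPM (SD, n = 3 each, log₂FC -1.50, standard error 0.0769).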

KEGG pathway enrichment analysis classified the enriched pathways into six categories: Cellular Processes, Environmental Information Processing, Human Diseases, Metabolism, Genetic Information Processing, and Organismal Systems (Figure 3f). 

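KEGG pathways were tested in the same way as the GO terms, over 303 pathways and the 5119 tested genes that carry a KEGG annotation. The TNF signaling pathway had 34 DEGs among 95 members, against 29.8 expected (fold 1.14, adjusted p = 0.504), of which 18 were higher and 16 lower with ATRA. DNA replication had 22 DEGs among 35 members, against 11.0 expected (fold 2.00, adjusted p = 0.00156), of which 1 was higher and 21 lower. Cell cycle had 47 DEGs among 120 members, against 37.7 expected (fold 1.25, adjusted p = 0.162), of which 7 were higher and 40 lower. On the lower genes alone, cell cycle passed the threshold with a fold of 1.84 (adjusted p = 0.000946, the smallest over the 13 alternatives, whose largest was 1).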

Notable pathways included the TNF signaling pathway, which inhibits NF-κB activity and enhances TNF-mediated apoptosis (45), DNA replication, and the cell cycle—all consistent with ATRA’s effects on SHF-DPCs. However, these pathways are broadly regulatory, affecting all proliferating cells. The Ras signaling pathway was weakly regulated by ATRA, with downregulation of downstream effectors observed only in specific cell types (46). 

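The Ras signaling pathway had 64 DEGs among 161 tested members, against 50.5 expected. The enrichment of 1.27-fold had an adjusted p of 0.0710. Of these DEGs, 23 were higher and 41 lower with ATRA. Without Control replicate 3 the adjusted p was 0.0237, and over the 13 alternatives it ranged from 0.0237 to 0.907.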

Although multiple pathways were enriched, the TGF-*β* pathway—and specifically TGF-*β*2—was prioritized for further investigation due to its robust transcriptional induction, established role in hair follicle regression and proliferation inhibition, and its strong concordance with the observed cellular phenotypes. qRT-PCR analysis confirmed that *TGFβ2* mRNA expression was significantly upregulated in the ATRA-treated group, consistent with RNA-seq results (Figure 3c). Western blotting further showed that ATRA treatment significantly increased TGF-*β*2 and Smad2/3 phosphorylation levels (pathway activation markers; Figures 3g,h). Collectively, the transcriptome sequencing data indicate that ATRA regulates cashmere goat SHF-DPCs via multiple signaling pathways, including the TGF-*β* signaling pathway, providing insights into the underlying molecular mechanisms.

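The 16 ligands, receptors, Smads, and binding proteins of a TGF-β list fixed before the data were examined had a median log₂FC of 0.05, with 8 members higher and 7 lower at an adjusted p under 0.05. Members moved in opposite directions, from THBS1 at -6.19 (standard error 0.103) to LTBP3 at 3.46 (standard error 0.0635). The receptor genes TGFBR2 and TGFBR3 had a log₂FC of -0.999 and -3.01, while the receptor gene TGFBR1 had 0.29 (standard error 0.0889). SMAD2 fell by 0.80 and SMAD3 rose by 0.50 on the log2 scale, both with all ATRA libraries apart from all control libraries. The median of the list was not apart from that of the other genes (camera, adjusted p = 0.891). It was 0.53 with library size only and turned to -0.0153 without ATRA replicate 2. The counts measure transcripts and carry no information on the phosphorylation of Smad2/3. From the transcriptome sequencing data, the paper proposes that ATRA acts on SHF-DPCs through several pathways that include TGF-β signaling.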

### 3.4 ATRA regulates proliferation and apoptosis in cashmere goat SHF-DPCs via the TGF-*β*2/Smad2/3 pathway

To further investigate whether ATRA regulates proliferation and apoptosis in SHF-DPCs via the TGF-*β*2/Smad2/3 pathway, the cells were treated with ATRA (10^−4^ M) alone, LY2109761 (2 μM; a TGF-*β* type I/II receptor inhibitor) alone, or a combination of both. The CCK-8, EdU, and TUNEL assays were used to evaluate cell proliferation and apoptosis. The ATRA-treated group showed significantly reduced cell viability compared with that in the control group, whereas the ATRA + LY2109761 group exhibited a marked recovery in viability. The LY2109761 group also showed a slight increase in viability compared with that in the control group (Figure 4c). Consistent with these results, the proportion of EdU-positive cells was significantly lower in the ATRA group than that in the control group, but this decrease was partially reversed in the ATRA + LY2109761 group. The LY2109761 group also showed a modest increase in EdU-positive cells (Figure 4a). TUNEL assays demonstrated that LY2109761 effectively mitigated ATRA-induced apoptosis (Figure 4b).

**Figure 4:**
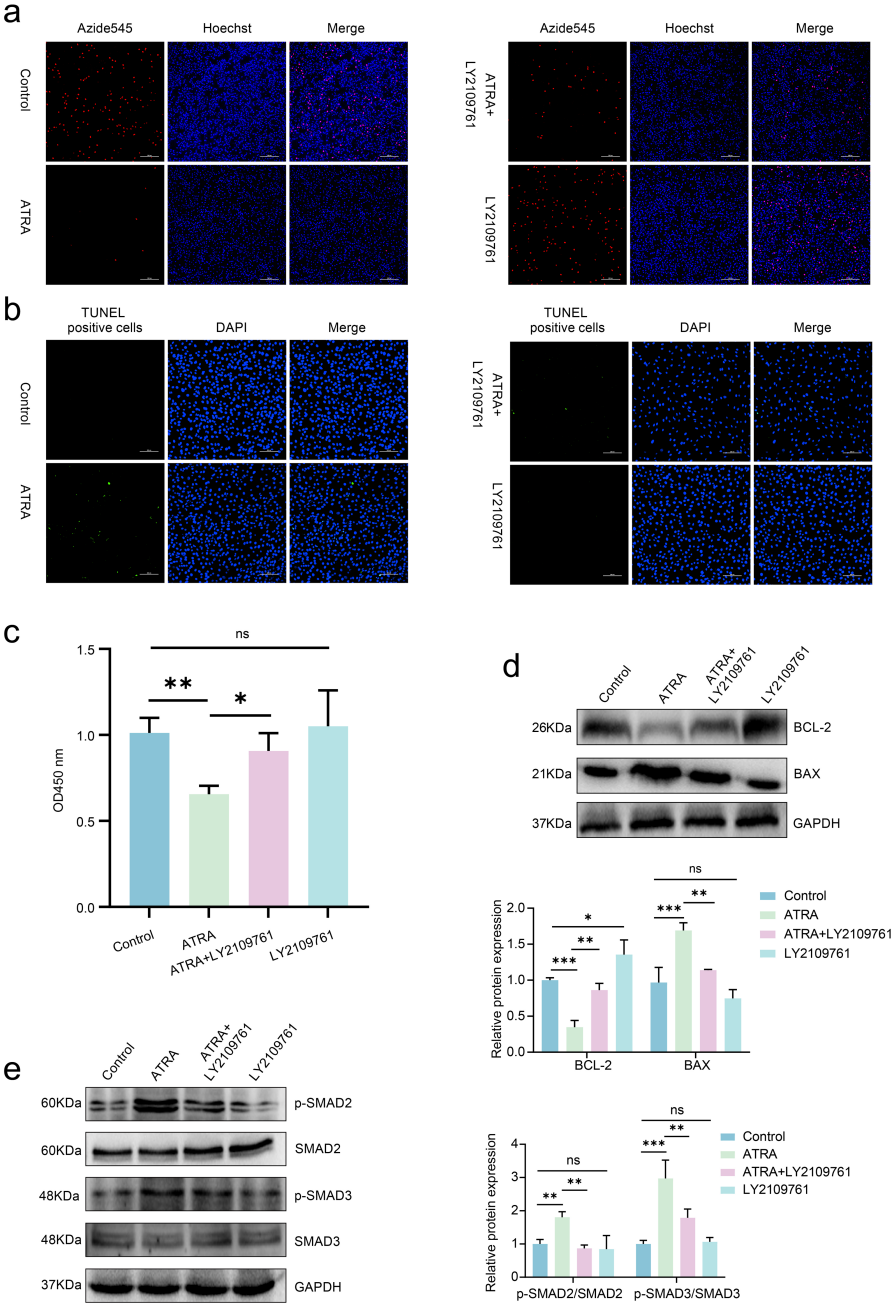
ATRA regulates proliferation and apoptosis in cashmere goat SHF-DPCs via the TGF-*β*2/Smad2/3 pathway. **(a)** Representative images of EdU staining of SHF-DPCs treated with ATRA (10^−4^ M) LY2109761 (2 μM), or ATRA + LY2109761 (scale bar = 200 μm). **(b)** Representative images of TUNEL staining of SHF-DPCs treated with ATRA, LY2109761, or ATRA + LY2109761 (scale bar = 200 μm). **(c)** CCK-8 assay to assess cell viability of SHF-DPCs treated with ATRA, LY2109761, or ATRA + LY2109761. **(d)** Western blot analysis of Bcl-2 and Bax expression in SHF-DPCs treated with ATRA, LY2109761, or ATRA + LY2109761 with corresponding quantitative analysis. **(e)** Western blot analysis of Smad2/3 phosphorylation levels in SHF-DPCs treated with ATRA, LY2109761, or ATRA + LY2109761 with corresponding quantitative analysis. Data are presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant.

Western blot analysis was conducted to measure Bcl-2 and Bax protein levels. Compared with the ATRA alone group, the ATRA + LY2109761 group showed significantly upregulated Bcl-2 expression and downregulated Bax expression, indicating that LY2109761 attenuates ATRA-induced apoptosis and promotes cell proliferation (Figure 4d). Given that ATRA enhances Smad2/3 phosphorylation, we examined whether Smad2/3 activation is associated with ATRA-mediated regulation of SHF-DPC proliferation and apoptosis. Co-treatment with ATRA and LY2109761 reduced ATRA-induced Smad2/3 phosphorylation, with no significant difference compared with the control group (Figure 4e). Collectively, these results demonstrate that ATRA inhibits proliferation and promotes apoptosis of cashmere goat SHF-DPCs via the TGF-*β*2/Smad2/3 pathway.

## 4 Discussion

ATRA is known to play a critical role in hair follicle morphogenesis and cycle regulation (47); however, the effects of exogenously administered ATRA remain controversial. In mouse embryos lacking ATRA-degrading enzymes, excessive ATRA accumulation arrests hair follicle development at the hair germ stage—a phenotype that can be reversed by transplanting the affected skin into wild-type mice (30). Elevated ATRA also disrupts DPC-related signaling, inducing the transformation of mouse skin hair follicles into glandular structures and impairing follicular morphogenesis (48). In *in vitro* culture systems, the effective bioavailability of all-trans retinoic acid (ATRA) is markedly lower than that *in vivo*, owing to its susceptibility to photodegradation, nonspecific binding to serum components, and rapid catabolism mediated by intracellular enzymes such as CYP26 (49–51). In an in vitro study of mink hair follicle dermal papilla cells, researchers reported that exposure to all-trans retinoic acid (ATRA) at 10^−4^ M resulted in inhibitory effects (52). As human hair follicle morphogenesis and cycle regulation share similar mechanisms (1, 53), most studies have reported adverse effects of ATRA on hair growth. Nevertheless, conflicting findings exist: in vitro studies have shown that ATRA promotes cell cycle progression and enhances the viability of mouse dermal cells, exerting a positive effect on hair growth (33). Another study demonstrated that ATRA shortens the telogen phase and promotes hair growth in mice (32). ATRA has also shown beneficial effects in the treatment of human alopecia (34, 54).

Derived from specialized fibroblasts in the dermal mesenchyme, DPCs form functional fibroblast populations through epithelial–mesenchymal interactions during the initiation of hair follicle growth (55). By secreting various growth factors, DPCs regulate the proliferation of hair follicle keratinocytes during morphogenesis, thereby playing a key role in both embryonic follicle formation and postnatal follicle cycling (56, 57). In this study, SHF-DPCs from cashmere goats were used as a model to systematically investigate the effects of ATRA on SHF-DPC proliferation and apoptosis, as well as the underlying molecular mechanisms, using cell function assays, RNA-seq, and pathway rescue experiments. Our results indicate that ATRA inhibits proliferation and promotes apoptosis of cashmere goat SHF-DPCs, likely via the TGF-*β*2/Smad2/3 signaling pathway.

Consistent with previous studies (52), ATRA inhibited SHF-DPC proliferation and induced apoptosis in a concentration-dependent manner. Furthermore, ATRA treatment resulted in G1-phase cell cycle arrest, accompanied by downregulation of the anti-apoptotic protein Bcl-2 and upregulation of the pro-apoptotic protein Bax. Given that Bcl-2 and Bax act cooperatively to maintain the dynamic balance of the hair follicle cycle (58), and G1-phase arrest is associated with DNA damage responses, consistent with cell cycle checkpoint regulation (59), these findings suggest that ATRA may contribute to the induction of senescence-like features in SHF-DPCs. Notably, the threshold concentration of ATRA required to elicit responses in cashmere goat SHF-DPCs (10^−4^ M) was significantly higher than that in mink hair follicle DPCs (10^−5^ M) (53). We hypothesize that this interspecies difference arises from higher basal expression of the ATRA-metabolizing enzyme CYP26A1 in cashmere goat skin. CYP26A1 catalyzes ATRA degradation through hydroxylation, thereby reducing intracellular active ATRA levels and necessitating higher exogenous ATRA concentrations to achieve the regulatory threshold—a hypothesis supported by previous findings (60).

The apparently dual effects of ATRA on hair growth raise important questions regarding the underlying mechanisms. Accumulating evidence indicates that TGF-*β* signaling can exert both pro-apoptotic and anti-apoptotic effects depending on the cellular context. During the telogen-to-anagen transition, TGF-*β*2 activates the Smad2/3 pathway to counteract BMP-mediated inhibition, thereby promoting the shift to the anagen phase (61). Conversely, TGF-*β*2 activates the MAPK pathway to induce apoptosis of hair follicle epithelial cells, thereby inhibiting anagen progression (62–64).

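In the deposited counts, 3904 genes passed |log₂FC| above 1 with an unadjusted p under 0.05. For TGFB2, leaving out each library in turn kept the log₂FC between 1.37 and 1.502. The alternative that moved TGFB2 most was library size only, with a log₂FC of 1.93.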

RNA-seq of ATRA-treated SHF-DPCs identified 4,267 DEGs, including a significant upregulation of *TGFβ2* (log₂FC = 2.3, *p* < 0.01)—a key molecule in the TGF-*β* signaling pathway. KEGG enrichment analysis confirmed that the TGF-*β* signaling pathway was among the most significantly enriched pathways. 

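The KEGG TGF-beta signaling pathway had 28 DEGs among 76 tested members, against 23.9 expected. This was 1.17 times the number expected (one-sided Fisher's exact test, p = 0.182, adjusted p = 0.474), at rank 116. Of the DEGs, 12 were higher and 16 lower with ATRA. Over the 13 alternatives the adjusted p ranged from 0.281 to 0.835. An adjusted p under 0.05 was reached by 50 pathways, led by cytokine-cytokine receptor interaction (69 DEGs of 111 members), focal adhesion (87 of 158), and ECM-receptor interaction (40 of 57).

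**Figure D1:**
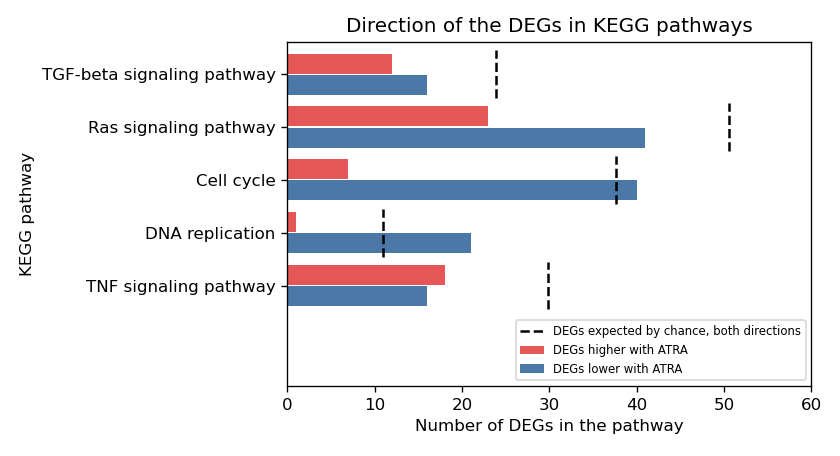
Number of DEGs in each KEGG pathway that were higher (red bars) or lower (blue bars) in the ATRA-treated group than in the control group (n = 3 each). Dashed lines mark the number of DEGs expected by chance in both directions together. The lower DEGs alone exceed it in DNA replication (21, against 11.0) and in Cell cycle (40, against 37.7).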

GO functional annotation further showed that DEGs were enriched in BP terms related to proliferation and apoptosis, such as “cell migration,” “mitotic cell cycle,” and “cell division,” consistent with our experimental results. These findings suggest that ATRA modulates SHF-DPC cell cycle progression and survival via the TGF-*β* pathway. Our results showed that ATRA upregulated TGF-*β*2 protein expression and significantly increased Smad2/3 phosphorylation, consistent with the established role of the TGF-*β* pathway in hair follicle development (65). Activation of the TGF-*β*/Smad pathway is a key molecular event initiating the catagen phase (62, 66). As a core transcription factor in this pathway, Smad3 directly binds to the promoters of cell cycle–related genes to maintain cell cycle arrest (67). 

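TGFB1 had 65.6 ± 5.58 normalized CPM (SD, n = 3) in the control group and 285 ± 15.5 (SD, n = 3) with ATRA. TGFB2 rose from 34.7 ± 2.25 to 94.7 ± 8.25 CPM (SD, n = 3 each). TGFB3 fell from 23.4 ± 1.87 to 7.77 ± 0.840 CPM (SD, n = 3 each), a log₂FC of -1.59 (standard error 0.102, adjusted p = 6.00e-11 from edgeR's quasi-likelihood test). Each isoform kept its direction under every scaling tried, and the log₂FC of TGFB3 was -1.11 with library size only.

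**Figure D2:**
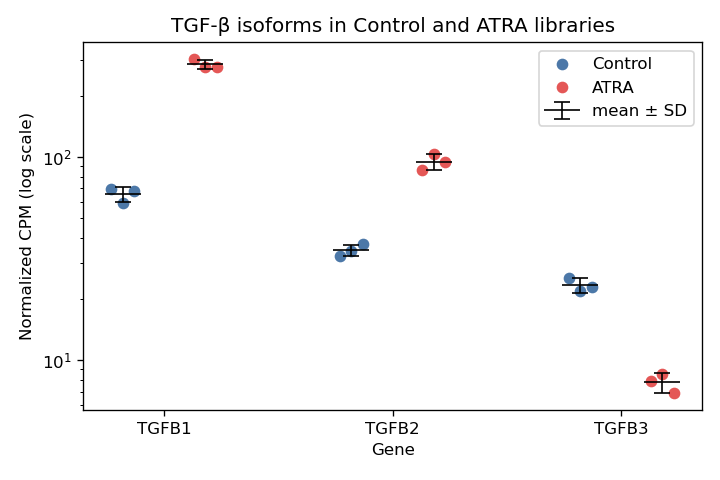
Normalized CPM (log scale) of the TGF-β isoforms TGFB1, TGFB2, and TGFB3 in each control library (blue points) and each ATRA library (red points), with the mean ± SD of each group (n = 3). All ATRA points lie above the control points for TGFB1 and TGFB2 and below them for TGFB3.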

Transcriptomic analysis showed that among the TGF-*β* isoforms, only TGF-*β*1 and TGF-*β*2 were significantly upregulated at the transcriptional level. However, previous studies have demonstrated that TGF-*β*2 exhibits more pronounced stage-specific expression during the hair follicle regression (catagen) phase and functions as a key signaling mediator of hair follicle regression, whereas TGF-*β*1 is more broadly associated with general growth-inhibitory or fibrosis-related regulatory processes (31, 68). Therefore, TGF-*β*2 was selected for subsequent mechanistic experiments. To confirm the role of the TGF-*β*2/Smad2/3 pathway in ATRA-mediated regulation, we performed rescue experiments using LY2109761, a specific inhibitor of TGF-*β* type I/II receptors. Our findings align with those of previous studies (69, 70): LY2109761 reversed the ATRA-induced effects on SHF-DPCs. Additionally, LY2109761 treatment alone slightly increased cell viability and the proportion of EdU-positive cells relative to the control group, suggesting that the TGF-*β*2/Smad2/3 pathway maintains basal activity under physiological conditions to moderately inhibit SHF-DPC proliferation, thereby preventing excessive activation and supporting the homeostatic regulation of the hair follicle cycle (6). Collectively, our findings demonstrate that ATRA inhibits proliferation and promotes apoptosis of cashmere goat SHF-DPCs via the TGF-*β*2/Smad2/3 pathway.

Although dermal papilla cells play a pivotal role in regulating the hair follicle cycle, the effects of all-trans retinoic acid (ATRA) at the organismal level are additionally influenced by epithelial–mesenchymal interactions and systemic factors. Therefore, the findings of this study primarily reflect the cell-intrinsic regulatory mechanisms of ATRA under *in vitro* conditions and provide a reference for future *in vivo* investigations.

## 5 Conclusion

In summary, this study demonstrates that ATRA inhibits proliferation and promotes apoptosis of SHF-DPCs from Albas cashmere goats and that this regulatory effect is mediated through the TGF-*β*2/Smad2/3 signaling pathway. These findings provide a theoretical basis for developing molecular breeding strategies to improve cashmere quality and for designing potential interventions for hair follicle–related disorders.

## Data Availability

The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE324826.

## Glossary

*α*-SMA: alpha-smooth muscle actin
ATRA: all-trans retinoic acid
ANOVA: analysis of variance
BP: biological process
CC: cellular component
CCK-8: Cell Counting Kit-8
DAPI: 4′,6-diamidino-2-phenylindole
DEGs: differentially expressed genes
DMEM: Dulbecco’s modified Eagle medium
EdU: 5-ethynyl-2′-deoxyuridine
FBS: fetal bovine serum
FC: fold change
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
PBS: phosphate-buffered saline
PHFs: primary hair follicles
qRT-PCR: quantitative real-time PCR
SHFs: secondary hair follicles
SHF-DPCs: secondary hair follicle–derived dermal papilla cells
SD: standard deviation
TGF-*β*: transforming growth factor beta
TUNEL: terminal deoxynucleotidyl transferase dUTP nick end labeling

## References

[1] MillarSE. Molecular mechanisms regulating hair follicle development. J Invest Dermatol. (2002) 118:216–25. doi: 10.1046/j.0022-202x.2001.01670.x, 11841536

[2] PotterCS KernMJ BayboMA PruettND GodwinAR SundbergJP . Dysregulated expression of sterol O-acyltransferase 1 (Soat1) in the hair shaft of Hoxc13 null mice. Exp Mol Pathol. (2015) 99:441–4. doi: 10.1016/j.yexmp.2015.08.016, 26321246 PMC4679597

[3] StennKS PausR. Controls of hair follicle cycling. Physiol Rev. (2001) 81:449–94. doi: 10.1152/physrev.2001.81.1.449, 11152763

[4] DiaoX YaoL WangX LiS QinJ YangL . Hair follicle development and cashmere traits in albas goat kids. Animals. (2023) 13:617. doi: 10.3390/ani13040617, 36830404 PMC9951752

[5] RileN LiuZ GaoL QiJ ZhaoM XieY . Expression of vimentin in hair follicle growth cycle of inner Mongolian cashmere goats. BMC Genomics. (2018) 19:38. doi: 10.1186/s12864-017-4418-7, 29320989 PMC5764018

[6] PausR CotsarelisG. The biology of hair follicles. N Engl J Med. (1999) 341:491–7. doi: 10.1056/NEJM199908123410706, 10441606

[7] WelleMM. Basic principles of hair follicle structure, morphogenesis, and regeneration. Vet Pathol. (2023) 60:732–47. doi: 10.1177/03009858231176561, 37272599

[8] DuanC ZhangL GaoK GuoY LiuY ZhangY. Cashmere production, skin characteristics, and mutated genes in crimped cashmere fibre goats. Animal. (2022) 16:100565. doi: 10.1016/j.animal.2022.100565, 35714387

[9] GongG FanY LiW YanX YanX ZhangL . Identification of the key genes associated with different hair types in the Inner mongolia cashmere goat. Animals. (2022) 12:1456. doi: 10.3390/ani1211145635681921 PMC9179306

[10] HarlandDP PlowmanJE. Development of hair fibres. Adv Exp Med Biol. (2018) 1054:109–54. doi: 10.1007/978-981-10-8195-8_10, 29797272

[11] DriskellRR ClavelC RendlM WattFM. Hair follicle dermal papilla cells at a glance. J Cell Sci. (2011) 124:1179–82. doi: 10.1242/jcs.08244621444748 PMC3115771

[12] ZhangHL QiuXX LiaoXH. Dermal papilla cells: from basic research to translational applications. Biology. (2024) 13:842. doi: 10.3390/biology13100842, 39452150 PMC11504027

[13] PausR LanganEA VidaliS RamotY AndersenB. Neuroendocrinology of the hair follicle: principles and clinical perspectives. Trends Mol Med. (2014) 20:559–70. doi: 10.1016/j.molmed.2014.06.002, 25066729

[14] SomaT HibinoT. Dominant bcl-2 expression during telogen–anagen transition phase in human hair. J Dermatol Sci. (2004) 36:183–5. doi: 10.1016/j.jdermsci.2004.09.003, 15541642

[15] FuchsE. Scratching the surface of skin development. Nature. (2007) 445:834–42. doi: 10.1038/nature05659, 17314969 PMC2405926

[16] RendlM PolakL FuchsE. BMP signaling in dermal papilla cells is required for their hair follicle-inductive properties. Genes Dev. (2008) 22:543–57. doi: 10.1101/gad.1614408, 18281466 PMC2238674

[17] BadouelC McNeillH. SnapShot: the hippo signaling pathway. Cell. (2011) 145:484–484.e1. doi: 10.1016/j.cell.2011.04.009, 21529719

[18] LinHY YangLT. Differential response of epithelial stem cell populations in hair follicles to TGF-β signaling. Dev Biol. (2013) 373:394–406. doi: 10.1016/j.ydbio.2012.10.021, 23103542

[19] EcheverríaC MontorfanoI TapiaP RiedelC Cabello-VerrugioC SimonF. Endotoxin-induced endothelial fibrosis is dependent on expression of transforming growth factors β1 and β2. Infect Immun. (2014) 82:3678–86. doi: 10.1128/iai.02158-14, 24935972 PMC4187819

[20] WuJ FuR LiuZ LiG HuangX XueY . Cell proliferation downregulated by TGF-*β*2-triggered G1/S checkpoint in clinical CAFs. Cell Cycle. (2017) 16:172–8. doi: 10.1080/15384101.2016.1253641, 27880067 PMC5283810

[21] YaoK YePP TanJ TangXJ Shen TuXC. Involvement of PI3K/akt pathway in TGF-beta2-mediated epithelial mesenchymal transition in human lens epithelial cells. Ophthalmic Res. (2008) 40:69–76. doi: 10.1159/000113884, 18223299

[22] ShinHS ParkSY HwangES LeeD-G MavlonovGT YiT-H. Ginsenoside F2 reduces hair loss by controlling apoptosis through the sterol regulatory element-binding protein cleavage activating protein and transforming growth factor-β pathways in a dihydrotestosterone-induced mouse model. Biol Pharm Bull. (2014) 37:755–63. doi: 10.1248/bpb.b13-00771, 24789999

[23] SuR FanY QiaoX LiX ZhangL LiC . Transcriptomic analysis reveals critical genes for the hair follicle of Inner Mongolia cashmere goat from catagen to telogen. PLoS One. (2018) 13:e0204404. doi: 10.1371/journal.pone.0204404, 30356261 PMC6200190

[24] LiangC QiaoG LiuY TianL HuiN LiJ . Overview of all-trans-retinoic acid (ATRA) and its analogues: structures, activities, and mechanisms in acute promyelocytic leukaemia. Eur J Med Chem. (2021) 220:113451. doi: 10.1016/j.ejmech.2021.113451, 33895500

[25] SzymańskiŁ SkopekR PalusińskaM SchenkT StengelS LewickiS . Retinoic acid and its derivatives in skin. Cells. (2020) 9:2660. doi: 10.3390/cells912266033322246 PMC7764495

[26] LiuY WenQ ChenXL YangSJ GaoL GaoL . All-trans retinoic acid arrests cell cycle in leukemic bone marrow stromal cells by increasing intercellular communication through connexin 43-mediated gap junction. J Hematol Oncol. (2015) 8:110. doi: 10.1186/s13045-015-0212-726446715 PMC4597383

[27] ManolescuDC JankowskiM DanalacheBA WangD BroderickTL ChiassonJ-L . All-trans retinoic acid stimulates gene expression of the cardioprotective natriuretic peptide system and prevents fibrosis and apoptosis in cardiomyocytes of obese Ob/Ob mice. Appl. Physiol. Nutr. Metab. (2014) 39:1127–36. doi: 10.1139/apnm-2014-000525017112

[28] UniyalS DhasmanaA TyagiA MuyalJP. ATRA reduces inflammation and improves alveolar epithelium regeneration in emphysematous rat lung. Biomed Pharmacother. (2018) 108:1435–50. doi: 10.1016/j.biopha.2018.09.166, 30372846

[29] KaneMA. "Retinoic acid homeostasis and disease". In: Current Topics in Developmental Biology, vol. 161. Cambridge, MA: Academic Press. (2025). p. 201–33.39870434 10.1016/bs.ctdb.2024.11.001

[30] OkanoJ LichtiU MamiyaS AronovaM ZhangG YuspaSH . Increased retinoic acid levels through ablation of Cyp26b1 determine the processes of embryonic skin barrier formation and peridermal development. J Cell Sci. (2012) 125:1827–36. doi: 10.1242/jcs.101550, 22366455 PMC3346831

[31] FoitzikK SpexardT NakamuraM HalsnerU PausR. Towards dissecting the pathogenesis of retinoid-induced hair loss: all-trans retinoic acid induces premature hair follicle regression (catagen) by upregulation of transforming growth factor-beta2 in the dermal papilla. J Invest Dermatol. (2005) 124:1119–26. doi: 10.1111/j.0022-202X.2005.23686.x, 15955085

[32] BazzanoG TerezakisN AttiaH BazzanoA DoverR FentonD . Effect of retinoids on follicular cells. J Invest Dermatol. (1993) 101:138S–42S. doi: 10.1111/1523-1747.ep12363264, 8392099

[33] ZhengL DuY ZhangL JinF LiW ZhouX . Enhanced therapeutic effects of all-trans retinoic acid nanostructured lipid carrier composite gel drug delivery system for alopecia areata. J Nanobiotechnol. (2025) 23:351. doi: 10.1186/s12951-025-03407-w, 40380336 PMC12083027

[34] KwonOS PyoHK OhYJ HanJH LeeSR ChungJH . Promotive effect of minoxidil combined with all-trans retinoic acid (tretinoin) on human hair growth in vitro. J Korean Med Sci. (2007) 22:283–9. doi: 10.3346/jkms.2007.22.2.283, 17449938 PMC2693596

[35] LiuX ZhangH GaoL YinY PanX LiZ . Negative interplay of retinoic acid and TGF-β signaling mediated by TG-interacting factor to modulate mouse embryonic palate mesenchymal-cell proliferation. Birth Defects Res B Dev Reprod Toxicol. (2014) 101:403–9. doi: 10.1002/bdrb.21130, 25477235

[36] SarperM CortesE LieberthalTJ del Río HernándezA. ATRA modulates mechanical activation of TGF-β by pancreatic stellate cells. Sci Rep. (2016) 6:27639. doi: 10.1038/srep2763927375161 PMC4931506

[37] NamachivayamK MohanKumarK ArbachD JagadeeswaranR JainSK NatarajanV . All-trans retinoic acid induces TGF-β2 in intestinal epithelial cells via RhoA- and p38α MAPK-mediated activation of the transcription factor ATF2. PLoS One. (2015) 10:e0134003. doi: 10.1371/journal.pone.0134003, 26225425 PMC4520553

[38] ZhuB XuT YuanJ GuoX LiuD. Transcriptome sequencing reveals differences between primary and secondary hair follicle-derived dermal papilla cells of the cashmere goat (*capra hircus*). PLoS One. (2013) 8:e76282. doi: 10.1371/journal.pone.0076282, 24069460 PMC3777969

[39] GongW LiuJ MuQ ChahaerT LiuJ DingW . Melatonin promotes proliferation of Inner mongolia cashmere goat hair follicle papilla cells through Wnt10b. Genomics. (2024) 116:110844. doi: 10.1016/j.ygeno.2024.110844, 38608737

[40] HeX ChaoY ZhouG ChenY. Fibroblast growth factor 5-short (FGF5s) inhibits the activity of FGF5 in primary and secondary hair follicle dermal papilla cells of cashmere goats. Gene. (2016) 575:393–8. doi: 10.1016/j.gene.2015.09.034, 26390813

[41] BikeyeSNN ColinC MarieY VampouilleR RavassardP RousseauA . ASPM-associated stem cell proliferation is involved in malignant progression of gliomas and constitutes an attractive therapeutic target. Cancer Cell Int. (2010) 10:1. doi: 10.1186/1475-2867-10-120142996 PMC2817685

[42] ZhangY AlexanderPB WangXF. TGF-β family signaling in the control of cell proliferation and survival. Cold Spring Harb Perspect Biol. (2017) 9:a022145. doi: 10.1101/cshperspect.a022145, 27920038 PMC5378054

[43] YangF WhelanEC GuanX DengB WangS SunJ . FGF9 promotes mouse spermatogonial stem cell proliferation mediated by p38 MAPK signalling. Cell Prolif. (2021) 54:e12933. doi: 10.1111/cpr.12933, 33107118 PMC7791179

[44] JiaQ ZhangS WangD LiuJ LuoX LiuY . Regulatory effects of FGF9 on dermal papilla cell proliferation in small-tailed han sheep. Genes. (2023) 14:1106. doi: 10.3390/genes1405110637239467 PMC10218283

[45] ChenT ZhangX ZhuG LiuH ChenJ WangY . Quercetin inhibits TNF-α induced HUVECs apoptosis and inflammation via downregulating NF-kB and AP-1 signaling pathway in vitro. Medicine (Baltimore). (2020) 99:e22241. doi: 10.1097/MD.0000000000022241, 32957369 PMC7505396

[46] WangAG SongYN ChenJ LiHL DongJY CuiHP . Activation of RAS/ERK alone is insufficient to inhibit RXRα function and deplete retinoic acid in hepatocytes. Biochem Biophys Res Commun. (2014) 452:801–7. doi: 10.1016/j.bbrc.2014.09.007, 25218146

[47] EvertsHB. Endogenous retinoids in the hair follicle and sebaceous gland. Biochim Biophys Acta. (2012) 1821:222–9. doi: 10.1016/j.bbalip.2011.08.017, 21914489 PMC3237781

[48] VialletJP RuberteE du ManoirS KrustA ZelentA DhouaillyD. Retinoic acid-induced glandular metaplasia in mouse skin is linked to the dermal expression of retinoic acid receptor beta mRNA. Dev Biol. (1991) 144:424–8. doi: 10.1016/0012-1606(91)90434-5, 1849102

[49] NapoliJL. Physiological insights into all-trans-retinoic acid biosynthesis. Biochim Biophys Acta. (2012) 1821:152–67. doi: 10.1016/j.bbalip.2011.05.004, 21621639 PMC3179567

[50] DuesterG. Retinoic acid synthesis and signaling during early organogenesis. Cell. (2008) 134:921–31. doi: 10.1016/j.cell.2008.09.002, 18805086 PMC2632951

[51] BlomhoffR BlomhoffHK. Overview of retinoid metabolism and function. J Neurobiol. (2006) 66:606–30. doi: 10.1002/neu.20242, 16688755

[52] NanW LiG SiH LouY WangD GuoR . All-trans-retinoic acid inhibits mink hair follicle growth via inhibiting proliferation and inducing apoptosis of dermal papilla cells through TGF-β2/Smad2/3 pathway. Acta Histochem. (2020) 122:151603. doi: 10.1016/j.acthis.2020.151603, 33066831

[53] RendlM LewisL FuchsE. Molecular dissection of mesenchymal-epithelial interactions in the hair follicle. PLoS Biol. (2005) 3:e331. doi: 10.1371/journal.pbio.0030331, 16162033 PMC1216328

[54] YooHG ChangIY PyoHK KangYJ LeeSH KwonOS . The additive effects of minoxidil and retinol on human hair growth in vitro. Biol Pharm Bull. (2007) 30:21–6. doi: 10.1248/bpb.30.21, 17202653

[55] SariARP RufautNW JonesLN SinclairRD. Characterization of ovine dermal papilla cell aggregation. Int J Trichol. (2016) 8:121–9. doi: 10.4103/0974-7753.188966PMC500791827625564

[56] HsuYC PasolliHA FuchsE. Dynamics between stem cells, niche, and progeny in the hair follicle. Cell. (2011) 144:92–105. doi: 10.1016/j.cell.2010.11.049, 21215372 PMC3050564

[57] ZhuB XuT ZhangZ TaN GaoX HuiL . Transcriptome sequencing reveals differences between anagen and telogen secondary hair follicle-derived dermal papilla cells of the cashmere goat (*capra hircus*). Physiol Genomics. (2014) 46:104–11. doi: 10.1152/physiolgenomics.00132.2013, 24326349

[58] Müller-RöverS RossiterH LindnerG PetersEM KupperTS PausR. Hair follicle apoptosis and bcl-2. J Invest Dermatol Symp Proc. (1999) 4:272–7. doi: 10.1038/sj.jidsp.5640228, 10674380

[59] GireV DulicV. Senescence from G2 arrest, revisited. Cell Cycle (georgetown, Tex). (2015) 14:297–304. doi: 10.1080/15384101.2014.1000134, 25564883 PMC4353294

[60] TopletzAR TripathyS FotiRS ShimshoniJA NelsonWL IsoherranenN. Induction of CYP26A1 by metabolites of retinoic acid: evidence that CYP26A1 is an important enzyme in the elimination of active retinoids. Mol Pharmacol. (2015) 87:430–41. doi: 10.1124/mol.114.096784, 25492813 PMC4352583

[61] HsuYC LiL FuchsE. Emerging interactions between skin stem cells and their niches. Nat Med. (2014) 20:847–56. doi: 10.1038/nm.3643, 25100530 PMC4358898

[62] HibinoT NishiyamaT. Role of TGF-beta2 in the human hair cycle. J Dermatol Sci. (2004) 35:9–18. doi: 10.1016/j.jdermsci.2003.12.003, 15194142

[63] FoitzikK LindnerG Mueller-RoeverS MaurerM BotchkarevaN BotchkarevV . Control of murine hair follicle regression (catagen) by TGF-beta1 in vivo. FASEB J. (2000) 14:752–60. doi: 10.1096/fasebj.14.5.752, 10744631

[64] SomaT OgoM SuzukiJ TakahashiT HibinoT. Analysis of apoptotic cell death in human hair follicles in vivo and in vitro. J Invest Dermatol. (1998) 111:948–54. doi: 10.1046/j.1523-1747.1998.00408.x, 9856801

[65] LiZ RyuSW LeeJ ChoiK KimS ChoiC. Protopanaxatirol type ginsenoside re promotes cyclic growth of hair follicles via inhibiting transforming growth factor β signaling cascades. Biochem Biophys Res Commun. (2016) 470:924–9. doi: 10.1016/j.bbrc.2016.01.148, 26820528

[66] PetersEMJ HansenMG OverallRW PetersEM NakamuraM PertileP . Control of human hair growth by neurotrophins: brain-derived neurotrophic factor inhibits hair shaft elongation, induces catagen, and stimulates follicular transforming growth factor beta2 expression. J Invest Dermatol. (2005) 124:675–85. doi: 10.1111/j.0022-202X.2005.23648.x, 15816823

[67] Granados-ApariciS HardyK FranksS SharumIB WaiteSL FenwickMA. SMAD3 directly regulates cell cycle genes to maintain arrest in granulosa cells of mouse primordial follicles. Sci Rep. (2019) 9:6513. doi: 10.1038/s41598-019-42878-4, 31015579 PMC6478827

[68] SomaT TsujiY HibinoT. Involvement of transforming growth factor-beta2 in catagen induction during the human hair cycle. J Invest Dermatol. (2002) 118:993–7. doi: 10.1046/j.1523-1747.2002.01746.x, 12060393

[69] ZhongG ZhaoQ ChenZ YaoT. TGF-β signaling promotes cervical cancer metastasis via CDR1as. Mol Cancer. (2023) 22:66. doi: 10.1186/s12943-023-01743-9, 37004067 PMC10064584

[70] WangX GuC ShangF JinR ZhouJ GaoZ. Inhibitory effect of the LY2109761 on the development of human keloid fibroblasts. Anal Cell Pathol (Amst). (2021) 2021:8883427. doi: 10.1155/2021/888342733628711 PMC7889383

How the deposited data were processed for this re-analysis (not part of the article)

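RNA-seq was available for SHF-DPCs cultured for 24 h with ATRA at 100 µM (3 libraries) or without it (3 libraries). The authors enriched mRNA with oligo(dT) beads, sequenced it, cleaned the reads with fastp and TrimGalore, and deposited a table with the count of reads on each gene, with GO and KEGG annotation beside it. The counts are whole numbers that were not normalized. The aligner, genome build, annotation, and counting program are not named in the paper's text, so it is not known how reads shared between near-identical genes were assigned. ACTA2 and ACTG2, and ACTB and ACTG1, are uncertain for this reason. Every per-sample column was used. All 15944 gene names matched the reference table of gene symbols. No coordinates were used.

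From these counts, genes were kept by edgeR's expression filter with the condition as the group (12588 genes), scaled by TMM, and tested with edgeR's quasi-likelihood test, robust and two-sided, with all 6 libraries and no covariate. Adjusted p-values are by Benjamini-Hochberg over the genes tested. A DEG had |log₂FC| above 1 and an unadjusted p under 0.05, the thresholds of the paper's methods. The paper's methods name R's t.test function, which was run as an alternative because the values are counts. Normalized CPM is the CPM computed with the library's total over the tested genes times its TMM factor as the library size. The log₂FC uses a prior count of 0.125, and its standard error was derived from the F statistic as the absolute log₂FC over the square root of F. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and its fold was computed against that floor as a lower bound. The floors and errors cover these 3 cultures per group. With 35532339 to 38012771 counts per library, 1 count is a small part of a CPM. Whether depth or the number of libraries limits a comparison more was not tested.

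GO and KEGG terms with 10 to 500 tested members were tested by a one-sided Fisher's exact test on the DEGs of both directions, among the tested genes annotated in that database, with Benjamini-Hochberg adjustment over all terms of the database. Beforehand, 12 gene lists were written. They covered proliferation, retinoid response, TGF-β/Smad targets, TGF-β components, stress response, and endoplasmic reticulum chaperones. Also covered were p53 targets, the Bcl-2 family, NFE2L2 targets, cholesterol synthesis, SRF-controlled actin cytoskeleton genes, and the dermal papilla signature. The lists were tested with limma's camera (preset correlation 0.01, two-sided), with fry and an estimated correlation as alternatives. The older symbols CTGF and CYR61 were matched to CCN2 and CCN1 after the table was seen. Marker lists of keratinocytes, endothelial cells, leukocytes, and melanocytes were examined as levels. The log₂FC of 6 of these markers was also used in the test of cell composition.

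The genes named are those the paper names, members of the lists, and up to 5 genes in each direction with the largest log₂FC among genes not listed under a LOC number, with a mean CPM of at least 1, an adjusted p under 0.05, and no overlap between the groups. That rule was written before the data were examined. The list members CYP26B1, DHRS3, RARB, COL1A1, SMAD7, HMOX1, NQO1, and STRA6 were singled out after their values were seen. So were THBS1, TGFBR1, TGFBR2, TGFBR3, LTBP3, BCL2L11, and VCAN. A result for another gene is not reported here.

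The alternatives were DESeq2, R's t.test function, scaling by RLE, upper quartile or library size only, other filters and thresholds, other backgrounds and directions for the terms, the replicate number as a block, and each library left out in turn. The pair of alternatives chosen after seeing the data were DESeq2 on every gene with at least 1 count and a background of every annotated gene listed. The tests were tested on simulated data with 200 of 12588 genes changed. edgeR recovered 200 of them with 3 unchanged genes called, DESeq2 recovered 200, and the unequal-variance test recovered 189 (94.5%). The deposited counts held 3904 DEGs, with a mean TMM factor of 0.847 in the control group and 1.18 with ATRA. With so few genes changed, the simulation cannot test the scaling under such a shift. Recovery was not split by size of change or count level, so it says nothing on genes near the threshold or with few counts. Software versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, and matplotlib 3.10.9. The qRT-PCR, Western blot, CCK-8, EdU, and TUNEL experiments were not analysed here.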

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

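The results here are signals in gene lists the paper does not analyse, although it names some of their members, such as ACTA2, BAX, and PROM1, and labels PECAM1 in its volcano plot. Chosen after the result was seen were the tests of scaling, genes shared with the SRF list, cell composition, depth, and sample labels. Those of abundant genes, of expression level and length, and of other splits were chosen before. The camera adjusted p-values cover 12 lists. Under fry all 7 lists below kept an adjusted p under 0.05. Under an estimated correlation 3 of them did (cholesterol synthesis 0.0286, NFE2L2 targets 0.0424, p53 targets 0.0474), and the other 4 did not. For each list the counts of members past the threshold were the same when adjusted over the list alone. In each case 1 of the 10 splits of the 6 libraries, the real one, gave a median as large, and 10 splits cannot give a share under 0.1. The limit comes from the design. No batch is named in the labels or the paper.

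Genes induced by TGF-β through Smads had a median log₂FC of -2.15, with 13 of 20 lower and 4 higher at an adjusted p under 0.05 (camera, adjusted p = 0.000834). COL1A1 had a log₂FC of -5.62 and was lower in 3 of 3 ATRA libraries. SMAD7, with a log₂FC of -0.16 (adjusted p = 0.129), was not apart, and its sign turned with library size only. This fall stands beside the rise of TGFB1 and TGFB2 messenger RNA. Scaling did not account for it, since the median was -1.67 with library size only and -2.16 with the 100 most abundant genes left out of the scaling. It lay at percentile 0 among 10000 random lists matched on expression and gene length, below all of them. The 2 genes shared with the SRF list did not account for it, since the other 18 genes had a median of -1.99. A lower response of these genes to TGF-β, a response that had passed by 24 h, and control by other factors at the same promoters remain open and were not tested. Whether Smad phosphorylation and target transcripts part in these cells is a hypothesis the counts cannot test.

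Actin cytoskeleton genes controlled by SRF had a median log₂FC of -3.80 (camera, adjusted p = 2.51e-08). Of 17 tested genes, 16 were lower at an adjusted p under 0.05. The median was -3.32 with library size only and -3.81 without the 100 most abundant genes, and it lay at percentile 0 among the random lists. A lower share of mesenchymal cells would lower the dermal papilla signature genes by the same factor and raise the markers of other cells alike. Of 12 tested signature genes, 9 lay above the median of the SRF list by more than 3 standard errors. The 6 markers of other cells with at least 1 CPM in the control group had log₂FC with an SD of 1.99. Their median standard error was 0.142, and 4 rose while 2 fell. That spread cannot decide the question, since the cultured cells may express these markers. Among them, ERG had 85.2 CPM in the control group, where PECAM1, CDH5, and ESAM had 0 counts. The signature genes argue against such a share as the whole cause. A change in a cell type whose markers rose stays open. The list holds ACTA2, whose reads could be divided with those of ACTG2. A change in cell shape or adhesion also remains open and was not tested.

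Cholesterol synthesis genes had a median log₂FC of -2.45, with 18 of 18 genes lower (camera, adjusted p = 2.51e-08). The median was -1.97 with library size only and -2.46 without the 100 most abundant genes, at percentile 0 among the random lists. These values argue against scaling, abundant genes, and expression level or length as the whole cause. A response to ATRA, the difference the design names, remains open as a hypothesis.

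NFE2L2 target genes, which respond to oxidative stress, had a median log₂FC of 1.61, with 12 of 14 higher (camera, adjusted p = 6.16e-05). HMOX1 rose with a log₂FC of 3.53 and NQO1 with 1.38, each higher in 3 of 3 libraries. The p53 target genes had a median of 0.96, with 13 of 15 higher (camera, adjusted p = 0.000123), and 3 of its genes are also in the Bcl-2 family list. Library size only moves every gene upward, to medians of 2.09 and 1.44 for the lists, which exceeded the median of all tested genes by 1.57 and 0.92. A scaling moves all genes alike, so these differences do not depend on it, while the size of the rise does. Without the 100 most abundant genes the medians were 1.599 and 0.95, and both lay at percentile 100 among the random lists. Stress from the dose of 100 µM and a response through retinoic acid receptors cannot be separated, since the data hold 1 dose.

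Retinoid-responsive genes had a median log₂FC of 0.75, with 9 of 13 higher and 3 lower (camera, adjusted p = 0.0276). DHRS3 rose with a log₂FC of 7.02 and CYP26B1 with 5.46, and RARB was at least 22.6-fold higher, each in 3 of 3 libraries. The median lay at percentile 98.4 among the random lists and was 0.74 without the 100 most abundant genes. With library size only the median was 1.23 and exceeded that of all tested genes by 0.71, a difference that no scaling changes and that therefore does not test it. Camera no longer set the list apart there (adjusted p = 0.0725, with a range over the alternatives from 5.98e-06 to 0.211). Without Control replicate 3 the median was 1.64, which is the value of STRA6, a gene with 4, 2, and 12 counts in the control libraries that then became the middle one of the same 13 genes. Labels exchanged between single libraries are argued against by CYP26B1, whose lowest ATRA library exceeded the highest control library by 40.3 times.

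Dermal papilla signature genes had a median log₂FC of -1.99 over 12 tested genes, with 11 lower (camera, adjusted p = 0.000153). The list holds 20 genes. Those not tested had 8 counts or fewer in every control library, and 4 of them had 3 or fewer in every library. The fall thus covers only members that were expressed before treatment. The median was -1.51 with library size only, -1.996 without the 100 most abundant genes, and at percentile 0.01 among the random lists. Some of these genes, such as VCAN, were abundant in the control group (1641 CPM). Loss of the cell state and a response of single genes remain open and were not tested.

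In total 38 genes had 0 counts in every control library and at least 10 in every ATRA library, of which 8 are listed under a LOC number. Among all 12190 genes with at least 10 counts in every ATRA library, 3.95e-10 would be expected at 0 counts in every control library by counting error alone if their levels equalled those with ATRA, which argues against depth. In the opposite direction there were 11 genes. PECAM1, an endothelial marker, had 242, 340, and 206 counts in the ATRA libraries. Its level there was 6.10 CPM, against 0.00756 for CDH5, 0.0230 for KDR, 0.0471 for ESAM, and 0.241 for VWF, while KDR and ERG fell. These values argue against endothelial cells as its source. TEK rose from 0.619 to 1.13 CPM, and the 6 other listed markers had a median of 2.36% of the level of PECAM1, above the 1% set as the limit for excluding such cells, so the exclusion is not complete.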

How the results depend on the processing

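The number of higher DEGs lay within 1.5 times the main count of 1730 except with R's t.test function (1093), library size only (3390), and |log₂FC| above 2 (669). The number of lower DEGs did except with |log₂FC| above 2 (1035). With library size only, 69.7% of DEGs were higher, against 44.3% with TMM. That scaling moves the log₂FC of every gene upward. Leaving out each library gave 1723 to 1825 higher and 2194 to 2245 lower DEGs. DESeq2 on every gene with at least 1 count, chosen after seeing the data, gave 1891 and 2361. The share of variance on PC1 was 98.9% with the 500 most variable genes, 99.8% with the variance-stabilizing transformation of DESeq2, and 77.0% with scaled genes, and 95.2% to 95.6% with each library left out.

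Most DEGs of the cell cycle and replication terms were lower with ATRA, so these terms moved apart when each direction was tested alone. With higher DEGs only, the fold fell under 1 for mitotic cell cycle (0.684), cell division (0.307), DNA replication (0.215), and Cell cycle (0.439), and cell migration lost its call at 1.36. With lower DEGs only, TNF signaling fell to 0.930, while cell division (1.96) and Cell cycle (1.84) passed the threshold. With |log₂FC| above 2, cell migration (1.65) and DNA replication (2.24) lost their calls and cell division (1.70) gained one. DESeq2 calls gave cell division 1.26, past the threshold. The background of every annotated gene listed, chosen after seeing the data, brought cell division (1.46), transcription factor binding (1.39), and Cell cycle (1.51) past it. For these last settings the cause was not tested. Across the 6 fits that each left out a library, cell division lay from 1.21 to 1.26, past the threshold without Control replicate 1 (1.25) and without Control replicate 3 (1.26), and Ras signaling from 1.22 to 1.32, past it without Control replicate 3 (1.32). TGF-beta and TNF signaling passed it under none of the 13 alternatives.

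Of the gene lists, the retinoid list (median 0.75), TGF-β/Smad targets (-2.15), SRF-controlled genes (-3.80), and dermal papilla signature (-1.99) lost their calls with an estimated correlation. The retinoid list also lost it with library size only (1.23) and with at least 10 counts in every sample (0.68), where fewer genes were tested. TGF-β components (0.0479), stress response (0.41), and the Bcl-2 family (0.10) gained a call with fry. The median of endoplasmic reticulum chaperones turned to 0.17 with library size only. That of TGF-β components lay from -0.0153 to 0.0938 with each library left out and turned sign without ATRA replicate 2 (-0.0153). The cause of these changes was otherwise not tested.

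With library size only, GAPDH (0.34) and SMAD7 (0.32) turned from lower to higher. Under other alternatives 5 values of GAPDH and SMAD7 became stronger. With library size only, ATXN10 (-0.64) and ELK3 (-0.73) fell below, and BAX (1.003) passed, the |log₂FC| of 1 required of a DEG. The ratio of mean CPM with a pseudocount of 1, which has no test and understates the change of genes with few counts, moved 23 values by more than their standard error. The replicate number served as a replicate block in another fit, which gave 1731 higher and 2178 lower DEGs. Libraries with the same number did not deviate together (correlations of 0.281, -0.0291, and -0.223 over 9412 genes), so the numbers were not taken as pairs. Among the DEG counts, lists, and named genes, the block changed only the call of GAPDH (log₂FC -0.14, adjusted p = 0.0392, with a range over the alternatives from 8.05e-05 to 0.382). Depth limits genes with few counts, such as CNTD1, CYP26A1, and PROM1.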

Differences from the paper's values

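The paper's text gives a log₂FC of 2.3 for TGFB2, and the deposited counts gave 1.45. None of the alternatives set before the data were examined closed the gap, with values from 1.37 to 1.93, of which library size only (1.93) came nearest.

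For the KEGG pathway DNA replication the paper shows an enrichment of about 3.1 in Fig. 3f, read by eye, and the fold here was 2.00. Of the alternatives set before the data were examined, lower DEGs only (3.31), |log₂FC| above 2 (2.24), and at least 10 counts in every sample (2.28) came within 1.5 times the paper's value. DESeq2 calls, all tested genes as background, higher DEGs only, and each library left out did not. A background of every annotated gene listed (2.44), chosen after seeing the values, also did.

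For MKI67 the paper shows a level with ATRA of about 0.56 times that of the control by qRT-PCR in Fig. 2b, read by eye, and the RNA-seq counts gave 0.000788 times. None of the alternatives set before the data were examined closed the gap.

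The paper states that TGF-β signaling was among the most enriched KEGG pathways, and here it held rank 116 of 303 with an adjusted p of 0.474 and an unadjusted p of 0.182 (one-sided Fisher's exact test). No setting run here called it. The same holds for TNF signaling (rank 123, adjusted p = 0.504, unadjusted exact p = 0.205), which the paper names as enriched. The paper also names cell division, transcription factor binding, and Cell cycle as enriched, and here their adjusted p was 0.0760, 0.191, and 0.162, with unadjusted exact p of 0.00662, 0.0264, and 0.0412, so an unadjusted threshold calls all 3. Cell division was also called with DESeq2 calls, lower DEGs only, |log₂FC| above 2, and without Control replicate 1 or Control replicate 3, and Cell cycle with lower DEGs only. A background of every annotated gene listed, chosen after seeing the values, called all 3.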

Other observations

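The tests of replicate spread here were chosen after the result was seen. Other splits were planned before the data were examined. For the numbers of higher and of lower DEGs, 1 of the 10 splits of the 6 libraries, the real one, gave as many, and the other 9 splits gave at most 6 DEGs in one direction. For each of the 9 GO and KEGG terms, 1 of the 10 splits gave a p as small. This says nothing on enrichment, since the other splits had too few DEGs to give small p-values for most terms. TGF-beta and TNF signaling, which no setting called, gave the same count. For the proliferation, stress response, chaperone, and Bcl-2 family lists, 1 of the 10 splits gave a median as large. For TGF-β components 7 of the 10 did.

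The common biological coefficient of variation of 0.0669 is small for cells that the paper says came from separate animals. Replicates grown from a common pool of cells could give such a spread, and so could cultures handled side by side. These cannot be told apart, since the counts carry no genotypes. ATRA replicate 2 was the farthest from its group, with a chi-square per degree of freedom of 19.0 and 17.8 against the other ATRA libraries, which differed from each other by 5.12.

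The remaining lists, fixed before the data were examined, had medians near 0 (camera, two-sided). Stress response genes had a median log₂FC of 0.41, with 11 of 20 higher and 8 lower (adjusted p = 0.463). Endoplasmic reticulum chaperones had a median of -0.31, with 4 of 14 higher and 8 lower (adjusted p = 0.515), and their median turned to 0.17 with library size only. Bcl-2 family genes had a median of 0.10, with 5 of 13 higher and 6 lower (adjusted p = 0.754). In that family BCL2L11 rose with a log₂FC of 3.81 and BAX with 0.53.

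ACTA2, which the paper uses as a marker of DPCs, fell from 6582 ± 462 to 8.37 ± 0.829 normalized CPM (SD, n = 3 each), a log₂FC of -9.62, with its reads possibly divided with those of ACTG2. PROM1, which encodes CD133, had 1 count in all libraries together, so it was not detectable at this depth. CYP26A1 had 0 counts in every control library and 0, 1, and 3 counts in the ATRA libraries, and was not tested. GAPDH had a log₂FC of -0.14 (adjusted p = 0.0580), and 0.34 with library size only.

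The medians of the marker lists of other cells were low in both groups, while single markers were higher. The median level was 0.0577 CPM in the control group and 0.0311 with ATRA for 12 keratinocyte genes (highest KRT10, 3.17 and 5.62 CPM), and 0.219 and 0.241 CPM for 7 endothelial genes (highest ERG, 85.2 and 9.20 CPM). It was 0.0211 and 0.108 CPM for 7 leukocyte genes (highest CD14, 6.91 and 31.3 CPM), and 4.01 and 2.15 CPM for 3 melanocyte genes (highest MITF, 13.0 and 32.7 CPM).

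The GO terms with the smallest p were extracellular space (278 DEGs of 447 members, 90 higher and 188 lower) and extracellular region (241 of 414, 87 higher and 154 lower). The paper does not discuss them. Collagen-containing extracellular matrix had 65 DEGs of 80 members, of which 9 were higher and 56 lower.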
